# Spike-in normalization for single-cell RNA-seq reveals dynamic global transcriptional activity mediating anticancer drug response

**DOI:** 10.1093/nargab/lqab054

**Published:** 2021-06-17

**Authors:** Xin Wang, Jane Frederick, Hongbin Wang, Sheng Hui, Vadim Backman, Zhe Ji

## Abstract

The transcriptional plasticity of cancer cells promotes intercellular heterogeneity in response to anticancer drugs and facilitates the generation of subpopulation surviving cells. Characterizing single-cell transcriptional heterogeneity after drug treatments can provide mechanistic insights into drug efficacy. Here, we used single-cell RNA-seq to examine transcriptomic profiles of cancer cells treated with paclitaxel, celecoxib and the combination of the two drugs. By normalizing the expression of endogenous genes to spike-in molecules, we found that cellular mRNA abundance shows dynamic regulation after drug treatment. Using a random forest model, we identified gene signatures classifying single cells into three states: transcriptional repression, amplification and control-like. Treatment with paclitaxel or celecoxib alone generally repressed gene transcription across single cells. Interestingly, the drug combination resulted in transcriptional amplification and hyperactivation of mitochondrial oxidative phosphorylation pathway linking to enhanced cell killing efficiency. Finally, we identified a regulatory module enriched with metabolism and inflammation-related genes activated in a subpopulation of paclitaxel-treated cells, the expression of which predicted paclitaxel efficacy across cancer cell lines and *in vivo* patient samples. Our study highlights the dynamic global transcriptional activity driving single-cell heterogeneity during drug response and emphasizes the importance of adding spike-in molecules to study gene expression regulation using single-cell RNA-seq.

## INTRODUCTION

A major challenge of cancer therapy is the acquired resistance of cancer cells to chemotherapy drugs and associated disease relapse. A driver of drug resistance is intercellular heterogeneity of gene expression resulting from genetic mutations and epigenetic alterations (1,2). The pre-existing and rewired gene expression programs of cancer cells determine their ultimate fates after drug treatment. Emerging evidence shows that even genetically identical cells show transcriptional heterogeneity in response to external stimuli under both physiological and *in vitro* conditions because of their transcriptional plasticity (3,4). Characterizing single-cell transcriptomic dynamics after drug treatment can provide mechanistic insights into cell fate decisions and identify predictive biomarkers of efficacy (5).

Paclitaxel is a commonly used chemotherapy drug for treating diverse human cancers, such as ovarian, breast and lung cancers. It binds to the microtubule polymer and disrupts its disassembly, which triggers mitotic arrest and apoptosis (6). However, most patients develop chemoresistance after several sessions of treatment. Many studies have been devoted to identifying the molecular mechanisms mediating paclitaxel resistance and developing combinatory therapeutic strategies (7,8). For example, synergistic inhibition of NF-κB and PI3K signaling pathways can sensitize paclitaxel-resistant cancer cells (9,10). Combination treatment with the nonsteroidal anti-inflammatory drug celecoxib (a COX-2 inhibitor) can increase paclitaxel’s efficacy at killing cancer cells (11–13).

Despite extensive effort, the molecular mechanisms regulating paclitaxel efficacy remain elusive. A limitation is that many studies were carried out using bulk cancer cells, without considering the contribution of intercellular heterogeneity. Recently, using partial wave spectroscopic (PWS) microscopy, we observed that treatment with paclitaxel increases the packing density scaling of chromatin domains and their intercellular heterogeneity in surviving subpopulations of cancer cells, suggesting that surviving cells exhibit a phenotype consistent with enhanced single-cell transcriptional heterogeneity (14). On the other hand, celecoxib treatment decreases the chromatin packing density scaling within chromatin domains of cells. Due to the opposite effects of paclitaxel and celecoxib on chromatin packing in the nucleus observed from our imaging experiments (14), we hypothesized that their combination may induce a *de novo* transcriptional program promoting cancer cell death.

To obtain molecular insights into the drug response, we performed full-length single-cell RNA sequencing (scRNA-seq) with Smart-seq2 (15) and profiled the transcriptomes of several hundred single cells at different time points after treatment with paclitaxel, celecoxib and the combination of the two drugs, respectively. To compare the global transcriptomic levels across single cells, we added a constant amount of polyA-tailed spike-in molecules to each cell during the library preparation (16). By normalizing endogenous gene expression levels to those of spike-in molecules, we found that global transcriptomic levels are heterogeneous across single cells and are dynamically regulated after drug treatment.

Paclitaxel treatment alone generally repressed transcriptomic levels, while its combination with celecoxib resulted in transcriptional amplification. We developed a random forest model and classified single cells based on their transcriptional states. The model revealed that the downregulation of the cell cycle pathway is associated with transcriptional repression, and the hyperactivation of mitochondrial oxidative phosphorylation (OXPHOS) contributes to the transcriptional amplification and enhanced cell killing efficacy after the drug combination. Furthermore, we identified a coherent gene module regulating cellular metabolism and inflammation, the higher expression of which predicts worse paclitaxel response in cancer cell lines and patients. Altogether, our study highlights the unprecedented effects of single-cell heterogeneity on global transcriptional activity in regulating the anticancer drug response.

## MATERIALS AND METHODS

### Cell culture

A2780 ovarian endometroid adenocarcinoma cells were a gift from Dr Chia-Peng Huang Yang at the Albert Einstein College of Medicine obtained from Dr Elizabeth de Vries at the University Medical Center Groningen. The cells were cultured in RPMI 1640 medium (Thermo Fisher Scientific, Waltham, MA) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific, Waltham, MA) on 35-mm six-well glass bottom plates (Cellvis, Mountain View, CA) until 60–85% confluent. All cells were given at least 24 h to read here before drug treatment.

### Cell growth and apoptosis experiments

Cells were treated with 75 μM celecoxib, 5 nM paclitaxel, or a combination of 75 μM celecoxib and 5 nM paclitaxel for 48 h. Cells were then imaged to determine the percent coverage of the well for each treatment. To determine the amount of cell growth inhibition based on a treatment, the amount of cell coverage was normalized to the control group. Apoptosis staining was performed using the CellEvent Caspase-3/7 Green Flow Cytometry Assay Kit (Thermo Fisher Scientific, Waltham, MA). Stained cell suspensions were measured with the BD LSRFortessa Cell Analyzer (BD Biosciences, San Jose, CA) at the Northwestern University Flow Cytometry Core Facility.

### scRNA-seq Library preparation using SMART-seq2

Cells were treated with 75 μM celecoxib for 2 and 16 h, 5 nM paclitaxel for 16 and 48 h, or a combination of 75 μM celecoxib and 5 nM paclitaxel for 16 h prior to trypsinization and resuspension in growth medium. Cell suspensions were sorted with a C1 single-cell capture system (Fluidigm, South San Francisco, CA) by the University of Illinois at Chicago Genomics Core. scRNA-seq libraries were prepared according to the Smart-seq2 protocol and sequenced using the NextSeq 500 Sequencing System (Illumina, San Diego, CA) by the University of Illinois at Chicago Sequencing Core. A predesigned set of three polyA-tailed spike-in RNAs (sequences are shown in Supplementary Table S1) was added to each well during the library preparation.

### scRNA-seq data processing

We trimmed the adapter sequences of raw sequencing reads using the Trim Galore software (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). We used RSEM (17) to calculate RNA expression levels using scRNA-seq data. We created an RSEM index with the combination of the human hg38 transcriptome (GENCODE version 28 (18)) and 3 spike-in molecules. We calculated RNA expression using RSEM 1.3.0 with the default parameters and Bowtie2 (19) as the aligner. We normalized the expression levels of endogenous genes to that of the highest expressed spike-in molecule (16,20). Given *M* single cells, to control the dynamic regulation of endogenous gene expression in single cell *k*, the ‘transcript per million’ (TPM) value of gene *j* is normalized to that of spike-in 1 (*s*), which is the highest spike-in molecule. The normarlized expression of gene *j* in the cell *k* (${N_{jk}}$) was calculated as:

\begin{equation*}{N_{jk}} = TP{M_{jk}}\;/\left(TP{M_{sk}}/\left(\left( {\mathop \sum \limits_{i\; = \;1}^M TP{M_{si}}}\right)/M\right) \right)\end{equation*}

As the RNA capturing complexity of the scRNA-seq library is ∼10% of bulk RNA-seq (21), we divided the above-normalized TPM values by 10, and the expression level of gene *j* in cell *k* was quantified as the *E*-value *E_jk_*:

\begin{equation*}\;{E_{jk}} = \;lo{g_2}\left( {\frac{{{N_{jk}}}}{{10}} + 1} \right)\end{equation*}

We performed quality-control of the scRNA-seq data and filtered out cells with housekeeping genes poorly detected (averaged *E*-value of the genes <1) (22). The housekeeping genes were defined in (23). We only included genes detected in >30% of single cells in at least one experimental condition in further analyses.

### Examining intercellular expression variance within each treatment group

To identify genes showing high intercellular expression variance within each treatment group, we calculated the log10 (coefficient of variation (CV)) for each gene (24,25). CV was measured as the ratio of the standard deviation of *E*-values across single cells to the mean. We then separated genes into 100 bins based on the mean *E*-values and calculated the ‘standard deviation of log10(CV)’ for each bin. Genes showing >2-fold of the ‘standard deviation of log10(CV)’ than those in the same bin were considered to have high intercellular expression variance. We used only highly expressed genes with mean *E*-values > 1 for the analyses.

### Principal component analysis and random forest modeling to classify the cell states

We used the averaged *E*-values of a gene across single cells to indicate its expression upon drug treatment. We selected 6175 genes showing differential expression after drug treatment (>1.5-fold change compared to control cells) for the principal component analysis and building the random forest model. For each gene, the control-normalized *E*-values were used as the input for the analyses.

To examine whether single cells from a drug treatment group are homogenous with unique gene signatures, we used the random forest model and associated out-of-bag estimates to measure the prediction power to classify the single cells from each drug treatment group versus those from other groups. The out-of-bag analyses were done using the R package ‘randomForest’ with the following parameters: ntree = 600, importance = TRUE, do.trace = 100, proximity = TRUE, keep.inbag = TRUE, and 6 classes (each treatment condition represents one class). Based on the out-of-bag analysis results, we used 200 trees for the downstream classification analyses.

To further classify the single cells based on their transcriptomic states, we used the control cells, cells treated with celecoxib for 16 h, and cells treated with both paclitaxel and celecoxib to represent the control-like, transcriptional repression and activation states, respectively. We randomly selected 2/3 of single cells from these treatment conditions to train the model with the following parameters: ntree = 200, importance = TRUE, do.trace = 100, proximity = TRUE, keep.inbag = TRUE, and 5-fold cross-validation. The classification of the remaining 1/3 of the cells was used to measure the algorithm performance using the receiver operating characteristic (ROC) curves. Genes with a mean decrease in accuracy (MDA) value >0 from the model contributed significantly to the classification. Finally, the model was used to classify all single cells into all three states with three corresponding *P*-values. The sum of the three *P*-values was 1, and the state with the largest *P*-value was defined as the classified state.

To further test the robustness of our classification, we used a different method to select single cells for the training set based on the PCA results. We selected control-like cells as ‘PC2 > 15’, cells with transcriptional repression as ‘PC1 > 15 & PC2 < 0 & PC3 > 5’, and these with transcription amplification as ‘PC1 < -15 & PC2 < 0’. This selection method did not restrict the preexisting cell labels. We randomly selected 25 single cells from each group, trained the random forest model, and applied the model to classify single cell states. We then calculated the fraction of single cells showing consistent classified states from this new method versus these from the model described in the last paragraph. We repeated the process 200 times to get the median value and 90% confidence interval.

### Differential gene expression and pathway analysis

We grouped regulated genes after drug treatments into three coherent clusters based on their relative differential expression changes after drug treatment. We used the average *E*-values across single cells in a drug treatment condition to indicate the expression level. About 1389 genes in cluster I were down-regulated >1.5-fold at 16 h of celecoxib treatment and up-regulated >1.5-fold at 16 h of combination drug treatment. About 2852 genes in cluster II were down-regulated at 16 h of celecoxib treatment and showed no dynamic expression change after combination treatment. About 1547 genes in cluster III were up-regulated >1.5-fold after combination treatment and showed no dynamic regulation after celecoxib treatment. These three clusters effectively captured 94% of all dynamically regulated genes in five different drug treatment conditions. The gene ontology analyses were performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (26).

For a geneset regulating a biological process, we compared its expression levels across single cells after each drug treatment. Taking the OXPHOS pathway for example, we used the expressed genes in GO:0006119 for the analyses. Suppose there are *G* genes in the geneset. For each gene *j*, we first normalized its *E*-value in cell *k* to the mean of the control cells as *M_jk_*. The relative expression of the geneset in cell *k* was then calculated as the mean(*M_jk_*) *_j = 1, 2__…__G_*.

Using this method, we calculated the relative expression of genesets encoding complex I (GO:0005747), complex II (GO:0005749), complex III (GO:0005750), complex IV (GO:0005751) and ATP synthase of the OXPHOS pathway. We used genes in GO:0007049 for the analyses of cell cycle regulation. For genes showing unique activation in a particular cell cycle phase, we used previously defined gene lists (27). To compare the relative expression of a set of metabolism genes, we used the following paclitaxel-activated genes in the GO:0055114: oxidation-reduction process geneset for analysis, including TM7SF2, PHYHD1, ACADSB, HMGCR, HSD17B14, ALDH1A1, MTHFD2, TP53I3, PLOD1, NOS3, CCS, GPX8, HSD17B8, PTGR1, PTGR2, DHRS12, SCD, FADS1, DECR2, PHYH, VAT1, MSRB2, COQ6, BLVRA, SQLE, ALDH2, PHGDH, ACAD11.

### Calculation of the paclitaxel response index

We downloaded the RNA expression data measured by Affymetrix microarray and the corresponding annotations of 1037 cancer cell lines from the Cancer Cell Line Encyclopedia (CCLE) (28). Based on the averaged *E*-values across single cells, 177 genes were up-regulated (>1.5-fold) in the control-like cell subpopulation after 48 h of paclitaxel treatment. As these genes are co-activated after paclitaxel treatment, we next examined whether they form a coherent transcriptional module and their baseline expression levels are correlated across cancer cell lines. Using the CCLE data and an iterative computational approach, we identified 73 genes with a significant positive correlation of expression. The approach is as follows.

We analyzed the RNA expression levels of the 177 paclitaxel-activated genes using CCLE data. First, we required that a gene included for further analysis should be expressed in >50% of cancer cells and show variable expression levels across all 1037 cancer cells. We used the MAS5 algorithm to determine whether a gene is expressed in a cell. The difference between the 90th percentile and the 10th percentile of the gene was required to be >3-fold. This step filtered out genes showing lineage-specific or constitutive expression across cancer cells.

Second, for the geneset consisting of remaining genes from the above step, we calculated its relative expression across all 1037 cancer cells using a similar method as described above for the pathway analyses. Given *G* genes in the geneset, for each gene *j*, we first normalized its log2-based expression level in cell *k* to the median of all cancer cells as *M_jk_*, and the relative expression of the geneset in cell *k* was calculated as *S_k_* = median(*M_jk_*)*_j = 1, 2__…__G_*.

Third, we calculated the Spearman correlation coefficients between the geneset expression *S_k_* and the expression levels of each gene *j* across all 1037 cancer cells. We removed genes with a coefficient value <0.1 from the geneset. Using an iterative repetition of steps 2 and 3, we obtained 73 genes showing a significant positive correlation with each other. We then calculated the relative expression of the entire set of 73 genes as the paclitaxel response index across cancer cell lines. The 73 genes include SLC25A21, PTGR2, SCD, ALDH1A1, PLTP, ALDH2, FKBP1B, TP53I3, SERPING1, C6orf1, VAT1, PLOD1, IFI27L2, ARMCX3, BLVRA, SPA17, EFHC1, SBF2, RAB13, CDC42EP5, TNNC1, FBXO2, TLCD1, PLEKHA1, SAT1, SEMA3E, USP32, ABI2, PHYHD1, MYL5, DHRS12, OCEL1, HMGCL, CORO1B, GGPS1, ITM2B, NOS3, DECR2, ECI1, C9orf16, NEK3, SUCLG2, CRYL1, TST, ACER3, SERPINB6, CD46, YIPF3, SUMF2, SIL1, GRN, MSRB2, PHYH, TNFRSF10B, ETV4, DUSP6, S100A4, IFITM1, IFITM2, IFITM3, CA2, GJA1, IFI35, RAB32, LGALS1, HSPA1A, MYO1B, GPX8, ANXA1, PTGR1, RRAS, TNFRSF1A, S100A11.

### Cancer patient data analysis

We downloaded two clinical cohorts of breast cancer patient data from the NCBI Gene Expression Omnibus (GEO) database, including GSE25066 (Hatzis dataset (29)) and GSE32646 (Miyake dataset (30)). We used the R package affxparser to read and analyze RNA expression levels measured by the microarray data. Because the analysis is for breast cancer patients and RNA expression represents the averaged signals across cancer cells and stromal cells, we required that genes used to calculate the paclitaxel response index should be expressed in >50% of CCLE breast cancer cell lines. We used the following 51 genes to calculate the paclitaxel response index in breast cancer patients: S100A11, GRN, HSPA1A, PLOD1, ANXA1, LGALS1, IFITM2, ALDH2, IFITM1, RAB13, GGPS1, HMGCL, S100A4, PHYH, SAT1, BLVRA, RAB32, C9orf16, DHRS12, MYL5, SPA17, OCEL1, FKBP1B, ABI2, CD46, TNFRSF1A, VAT1, DUSP6, IFI35, TST, ECI1, TP53I3, NEK3, SERPINB6, USP32, IFITM3, MYO1B, SUCLG2, RRAS, YIPF3, ITM2B, ARMCX3, SIL1, MSRB2, PLEKHA1, FBXO2, DECR2, EFHC1, SLC25A21, CRYL1, CORO1B.

## RESULTS

### scRNA-seq of cancer cells at different time points after drug treatments

We treated A2780 ovarian cancer cells with paclitaxel, celecoxib and their combination (Figure 1A). Consistent with previous reports, co-treatment of celecoxib increased paclitaxel-induced apoptosis (Figure 1B and C). To characterize intercellular transcriptional heterogeneity mediating the drug response, we performed full-length scRNA-seq with Smart-seq2 using the Fluidigm C1 system for a total of 372 live cells at different time points after drug treatment, including control (57 cells), 16 h (58 cells) and 48 h (65 cells) with paclitaxel, 2 h (66 cells) and 16 h (67 cells) with celecoxib, and 16 h with the two drugs (59 cells) (Figure 1A and Supplementary Figure S1A). 

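A2780 is an established human ovarian cancer cell line. Paclitaxel stabilizes microtubules and was given at 5 nM, and celecoxib inhibits cyclooxygenases and was given at 75 µM. Smart-seq2 copies the full length of polyA-tailed RNA, and the Fluidigm C1 system captures single cells on a chip. Each of the 6 conditions was captured in 1 C1 run, and no culture is named as a replicate, so every condition counts as 1 sample. Cells of a condition are not replicates of it. For that reason no test between conditions was made from the cells, and the SD values given with the results are spreads over cells. The condition and the C1 run split the cells in the same way, and with them, for most conditions, the block of 96 library indices. The number of reads per cell is unknown here, and the number of genes detected (E-value above 0) was used to describe the depth. Its median was 6630 genes per control cell (range 4746 to 7854), 6126 at 16 h (4817 to 8316) and 6351 at 48 h (4751 to 7854) of paclitaxel, 6158 at 2 h (4927 to 8156) and 6329 at 16 h (5021 to 7084) of celecoxib, and 6129 (5089 to 8499) with the combination. The number of genes detected rose with transcriptomic abundance across the cells of each condition, with Pearson's r between 0.71 and 0.92 and Spearman's rho between 0.74 and 0.91. Within a condition, a cell of low abundance thus also gives fewer genes. Between conditions the medians did not follow abundance. The combination, with the highest median abundance, had fewer genes (6129) than the control (6630). It also had fewer than 16 h of celecoxib (6329), where median abundance was lowest. The authors trimmed adapters with Trim Galore and quantified the reads with RSEM 1.3.0 and Bowtie2 on GENCODE version 28 transcripts of hg38 together with the 3 spike-in sequences. They then divided the TPM of every gene by the TPM of the highest spike-in RNA in the same cell. The deposited value is the E-value, log2(N/10 + 1), where N is the TPM after this normalization, written to 3 decimals. E-values reached 14.2, and 34.9% of them were 0. From there the linear value N was recovered from each E-value, the mean E-value of a gene over the cells of a condition was compared with its mean over the control cells, and the totals, principal components and random forests were recomputed. Differences in mean E-value are on the log2(N/10 + 1) scale, which understates the change of weakly expressed genes. The choices that could change the numbers most are the spike-in scaling, the pseudocount of 10 normalized TPM and the use of mean E-values rather than linear means. Each was replaced by an alternative, except that every value of transcriptomic abundance keeps the spike-in scaling. In the main alternative the linear values of every cell were rescaled to the same total, which removes the spike-in scaling.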

We used Smart-seq2 for the experiment because it has the highest sensitivity to capture expressed transcripts compared to other scRNA-seq techniques (31). We picked the early time points because initial gene expression changes after drug treatment are crucial for determining cell fates (32), and they are representative of the dynamic chromatin packing density revealed by our PWS experiments. To examine the regulation of global transcriptomic abundance in single cells and perform quality control of the scRNA-seq experiment, we used a pre-designed spike-in set consisting of three polyA-tailed RNAs with variable lengths and concentrations (Supplementary Table S1). We added an equal volume of the spike-in set to each well of the 384-well plate during the library preparation using the Fluidigm C1 system.

**Figure 1.**
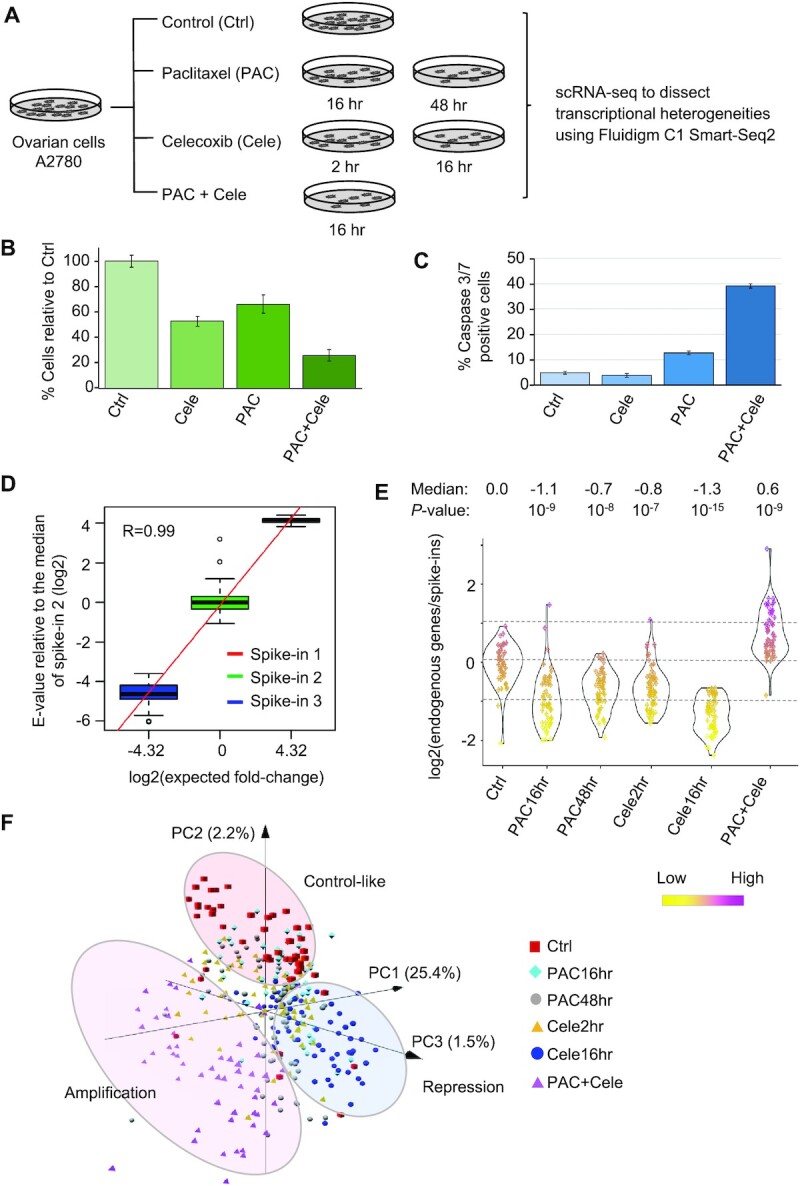
scRNA-seq to examine transcriptional heterogeneities after drug treatment. (**A**) We treated A2780 ovarian cancer cells with paclitaxel (PAC), celecoxib (Cele) and the combination of the two drugs, and collected the cells at different time points for scRNA-seq using Smart-Seq2 on the Fluidigm C1 system. (**B**) The relative cell growth after 48 h drug treatments as compared to controls. (**C**) The fraction of apoptotic cells (caspase 3/7+) after 48 h drug treatment. (**D**) The correlation between expected fold differences of spike-in molecules versus those calculated by scRNA-seq data across single cells. The expression values were normalized to the median of spike-in 2. The Pearson correlation coefficient is indicated in the plot. (**E**) The relative transcriptomic abundance across single cells is measured as the ratio between the number of reads mapped to endogenous mRNAs and the number mapped to the spike-in molecules. The log2(ratio) values were normalized to the median of the control cells. Each dot in the plot represents a single cell. The Wilcoxon rank sum test *P*-values comparing drug treatment groups versus the control are shown. (**F**) Principal component analysis of single cells treated with drugs at different time points. We used expression profiles of genes showing differential expression in at least one drug treatment condition for this analysis. The percentage of variance explained by the principal component is shown in parentheses.

For each single-cell library, sequencing reads were mapped to the hybrid reference transcriptome (GENCODE-defined endogenous transcripts + spike-in RNA sequences) to quantify the RNA expression. The fold expression differences of spike-in RNAs are consistent with the pre-designed conditions (Figure 1D and Supplementary Figure S2), indicating that our scRNA-seq experiment quantitatively measures RNA expression levels. For each endogenous gene, we normalized its ‘transcript per million’ (TPM) value to that of the highest expressed spike-in RNA in the same cell and used the normalized value to indicate its expression level. We removed 34 poor quality cells with a low number of housekeeping genes detected (Supplementary Table S2, Supplementary Figure S1B and see Materials and Methods section for details) (21,22). 

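By the names of the cells in the deposited table, the 34 removed cells were unevenly spread over the conditions. They were 11 of 57 control cells, 2 of 58 cells with 16 h of paclitaxel, 12 of 65 with 48 h of paclitaxel, 3 of 66 with 2 h of celecoxib, 6 of 67 with 16 h of celecoxib and 0 of 59 with the combination. The retained share was 80.7% of the control cells (exact Clopper-Pearson 95% interval 68.1 to 90.0%), 81.5% (70.0 to 90.1%) at 48 h of paclitaxel and 100% (93.9 to 100%) with the combination. Binomial intervals here and elsewhere cover counting error only. The well notes describe 8 of the 372 wells as holding 0 cells or debris. Of these wells, 1 was retained, in the combination group.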

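The table of E-values has 338 columns of cells, and each was matched by name to 1 of the cells listed. They are 46 control cells, 56 cells with 16 h and 53 with 48 h of paclitaxel, 63 with 2 h and 61 with 16 h of celecoxib, and 59 with the combination. All control cells carried library indices of block 4, the cells with 16 h of paclitaxel those of block 1, with 2 h of celecoxib those of block 2 and with 16 h of celecoxib those of block 3. The cells with 48 h of paclitaxel were split over block 2 (22 cells) and block 4 (31 cells), and the combination over block 1 (34 cells) and block 3 (25 cells). Doublets were not called, since a doublet caller needs read or molecule counts.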

We retained 338 single cells for further analyses. In addition, we required that a gene included in the analyses should be detected in at least 30% of single cells from at least one experimental condition. After these quality-control steps, we were able to study the dynamic expression of ∼9600 genes.

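The table lists 9664 genes by symbol and Ensembl identifier. Of these, 9655 had an E-value above 0 in over 30% of the retained cells of at least 1 condition, and 9 lay at or under that limit. A stricter limit of 50% of cells left 7693 genes. The identifiers of 9643 genes matched the names of GENCODE version 44, which was used here for hg38 coordinates. Spike-in RNAs, genes encoded in mitochondrial DNA and the celecoxib target genes PTGS1 and PTGS2 were not analysed here.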

### Dynamic regulation of global transcriptomic levels

To measure the relative transcriptomic amount in a single cell, we calculated the ratio between the number of reads mapped to endogenous mRNAs and the number mapped to spike-in RNAs. 

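Transcriptomic abundance was recomputed in each retained cell as the sum of the linear spike-in normalized values of all 9664 genes listed, since read totals were not used here. The highest cell exceeded the lowest by 7.58-fold among the 46 control cells, 10.8-fold at 16 h and 4.29-fold at 48 h of paclitaxel, 5.86-fold at 2 h and 3.17-fold at 16 h of celecoxib, and 12.5-fold with the combination. The ratio of the 95th to the 5th percentile of cells, which does not rest on single cells, was 2.24, 3.51, 2.89, 3.09, 2.43 and 2.64 in the same order. On the log2 scale the SD over cells was 0.51 in the control, 0.65 and 0.49 at 16 and 48 h of paclitaxel, 0.52 and 0.43 at 2 and 16 h of celecoxib, and 0.58 with the combination. These ranges include the error of measuring a single cell, which these data do not give separately.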

In each experimental condition, the overall mRNA abundance varied >3-fold across single cells indicating intercellular heterogeneity (Figure 1E) (33). 

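With the median of the control cells set to 0, the median log2 abundance was −0.99 at 16 h and −0.64 at 48 h of paclitaxel, and −0.76 at 2 h and −1.52 at 16 h of celecoxib. Each median except that at 16 h of celecoxib lay within 2 SD of the control cells. Of the single cells, 53 of 56 and 49 of 53 cells treated with paclitaxel for 16 and 48 h were below the control median, as were 56 of 63 and 61 of 61 cells treated with celecoxib for 2 and 16 h. Among the alternatives tried for these single-drug medians, taking the cells with 48 h of paclitaxel from index block 2 alone moved a median most, to −0.84, while those of block 4, the block of the control cells, gave −0.59.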

If we consider the median value across single cells in a condition, the global transcriptomic level is repressed after paclitaxel or celecoxib treatment alone. As compared to the control cells, the overall mRNA amount decreases ∼2.1-fold at 16 h of paclitaxel treatment (*P* < 10^−9^), and reduces ∼2.4-fold at 16 h with celecoxib (*P* < 10^−15^) (Figure 1E). 

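The ratio of the control median to the treated median was 1.98 at 16 h of paclitaxel and 2.87 at 16 h of celecoxib, from the totals of all genes listed. It was 1.56 at 48 h of paclitaxel and 1.69 at 2 h of celecoxib. No replicate check of these ratios was possible. Because each condition came from 1 C1 run, a drug effect and a difference in the amount of spike-in added per run cannot be told apart from these values.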

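Among the 59 cells treated with paclitaxel and celecoxib for 16 h, the median log2 abundance was 0.49 above the control median, a 1.40-fold higher total, and 3 of 59 cells lay below the control median. The interquartile range of these cells was 0.20 to 1.02. The median was 0.64 in the 34 cells of index block 1 and 0.38 in the 25 cells of block 3. The mean of the log2 values instead of the median gave 0.70.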

Interestingly, after 16 h co-treatment of paclitaxel and celecoxib, the transcriptomic amount was up-regulated ∼1.5-fold (*P* < 10^−9^) (Figure 1E). These results suggest that the combination of the two drugs switches the transcriptional repression induced by a single drug to the transcriptional amplification state. 

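The 61 cells with 16 h of celecoxib ranged from −2.38 to −0.72 in log2 abundance and the 59 cells with both drugs from −0.80 to 2.85, while the interquartile range of the control cells was −0.31 to 0.24. The 10th percentile of cells was −0.53 in the control, −1.58 at 16 h of paclitaxel, −2.04 at 16 h of celecoxib and 0.07 with both drugs. From the lower totals after either drug alone and the higher total after both at 16 h, the paper proposes that the combination turns repression by a single drug into amplification.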

The same result was produced when we used a different computational approach to measure relative transcriptomic levels, by calculating the ratio between the sum of TPM values of the top 5000 expressed mRNAs vs. that of the highest spike-in RNA (Supplementary Figure S3).

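The 5000 genes with the highest mean linear value held 95.8% of the total of a cell at the median. Summed over these genes alone, the median log2 abundance against the control was −0.99 and −0.63 at 16 and 48 h of paclitaxel, −0.76 and −1.55 at 2 and 16 h of celecoxib, and 0.47 with the combination. The 50 most abundant genes held 17.1% of the total, and without them the medians were −0.98, −0.65, −0.74, −1.49 and 0.50 in the same order.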

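For each of the 9655 genes past the detection limit, the mean E-value over the cells of a treatment was compared with the mean over the 46 control cells, and a gene was counted when the difference passed log2 of 1.5. These are counts past a fixed size and involve no test. At 16 h of paclitaxel 9 genes were up and 3603 down, and at 48 h 89 were up and 2571 down. At 2 h of celecoxib 108 genes were up and 2486 down, and at 16 h 37 were up and 4241 down. In 200 draws of control cells per treatment with no gene changed, a simulation added after the counts were seen, the 95th percentile was 197.8 to 308.45 genes up and 206.9 to 279.1 down, and the most were 704 up and 771 down. The counts of raised genes do not exceed these percentiles and those of lowered genes do, though the draws have no overall shift. Among the alternatives, the largest change of these counts as a ratio was that of the genes up at 16 h of paclitaxel, to 303 with the ratio of linear means. When every cell was rescaled to the same total, 712 genes were up and 768 down at 16 h of celecoxib, where linear means gave 265 and 7335. Linear means gave 709 genes up at 48 h of paclitaxel and 708 at 2 h of celecoxib. The share of raised genes among those past the limit depended on the scaling. It was 0.249% and 3.35% at 16 and 48 h of paclitaxel and 4.16% and 0.865% at 2 and 16 h of celecoxib. Rescaled, it was 12.2%, 36.2%, 29.0% and 48.1%. With linear means it was 14.3% at 48 h of paclitaxel and 15.8% at 2 h of celecoxib.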

Considering averaged expression values across single cells, spike-in normalization revealed that 2571 genes were down-regulated >1.5-fold after 48 h of paclitaxel treatment and 4241 genes were down-regulated with 16 h of celecoxib, while very few (<90 genes) showed upregulation (Supplementary Figure S4A). With the combination of two drugs, 2936 genes were up-regulated >1.5-fold and only 170 genes were down-regulated (Supplementary Figure S4A). 

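On the deposited scale 2936 genes were up and 170 down with the combination, so 94.5% of the genes past the limit were up. In the draws of control cells with no gene changed the 95th percentile of the genes down was 281.15, which the 170 do not exceed. The draws have no overall shift, whereas the total with the combination was 1.40-fold higher. This comparison thus does not decide whether the 170 are within what the spread over cells gives. At the same total per cell 560 genes were down, 164 of the 170 among them. Against the same control cells, the combination cells of index block 1 alone gave 3272 up and 150 down, and those of block 3 gave 2718 up and 332 down. With a pseudocount of 1 in place of 10 normalized TPM the counts were 3721 up and 867 down, or 81.1% up. The ratio of linear means gave 6968 up and 129 down.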

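To leave out the spike-in scaling, the linear values of each cell were rescaled to the same total over the genes listed and E-values were computed again. The counts up and down were then 135 and 969 at 16 h of paclitaxel, 317 and 558 at 48 h, 320 and 784 at 2 h of celecoxib, 712 and 768 at 16 h, and 575 and 560 with the combination. All 768 of the genes down at 16 h of celecoxib on this scale were also down on the deposited scale, while 32 genes down on the deposited scale were past the limit in the upward direction. Of the genes up on the deposited scale, all 9 and 89 at 16 and 48 h of paclitaxel, 107 of 108 at 2 h and all 37 at 16 h of celecoxib were also up at the same total. With the combination, 575 genes were up and 164 down on both scales.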

If examining differential gene expression using TPM values without spike-in normalization, we obtained more balanced numbers of up-regulated and down-regulated genes (Supplementary Figure S4BC). The results confirmed that spike-in normalization is essential for identifying the regulation of global transcriptomic abundance.

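Over all 9655 genes the median difference in mean E-value was −0.41 and −0.26 at 16 and 48 h of paclitaxel, −0.26 and −0.48 at 2 and 16 h of celecoxib, and 0.33 with the combination. These medians were close to 0 at the same total per cell, at −0.07, 0.00, −0.02, 0.03 and 0.02. When the control cells were only multiplied by the ratio of the median totals, 3529 genes passed the limit downward at 16 h and 1102 at 48 h of paclitaxel, and 2265 at 2 h and 5138 at 16 h of celecoxib. The count at 48 h of paclitaxel falls short of the 2571 observed. In no treatment did a gene pass the limit upward (0). For the combination the same step, with a factor of 1.40, brought 0 genes past the limit, since the limit itself is 1.5. The factor from the means of the log2 values, 1.63, lies above the limit and was not tried. The 0 thus does not show how many of the 2936 raised genes a common factor could give.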

Besides drug-induced expression changes, we examined how intercellular variances of single cells within a treatment group contribute to expression differences among the cells. For each treatment condition, we identified genes whose expression variance (measured as coefficient of variation) greater than those expressed at similar levels (see Materials and Methods for detail). 

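High-variance genes were recomputed in each condition among genes with a mean E-value above 1. The genes were split by mean into 100 bins, and a gene was counted when the log10 of its SD over mean exceeded the mean of its bin by over 2 SD of the bin. This gave 97 of 6026 genes in the control, 70 of 4823 and 101 of 5374 at 16 and 48 h of paclitaxel, 80 of 5315 and 87 of 4584 at 2 and 16 h of celecoxib, and 96 of 6927 with the combination. The count depends on the scale of the dispersion. With SD over mean of the linear values it was 176, 147, 171, 150, 150 and 217 in the same order. When the SDs of 50 genes in the control cells were multiplied by a fixed factor, the rule counted 98% of these genes. No cells were simulated and no smaller spread was tried, so this share does not measure how often such genes are found.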

Only 68–100 genes within each group showed high expression variance (Supplementary Figure S5A and Supplementary Table S3). These genes tend to reoccur among treatment groups (Supplementary Figure S5BC). 

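Of the 213 genes found in any condition, 112 (52.6%) were found in at least 2 and 26 in all 6. A pair of conditions shared between 37 and 61 of these genes, with a median of 52. Drawing lists of the same lengths at random from the genes tested in both conditions would share 1.73 genes or fewer on average, depending on the pair.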

Gene ontology analyses showed that they are enriched in the mitotic cell cycle pathway (*P*-value < 10^−15^). This presumably reflects that single cells are in different cell cycle phases (34,35). 

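Gene ontology terms were not analysed here. The S and G2/M gene lists distributed with Seurat, of which 96 genes were listed, were compared in their place. These lists held 22 of the 213 high-variance genes (10.3%). By condition they held between 9 and 14 of the high-variance genes, or 11.3 to 17.5%, against 1.09 to 1.58% of the genes tested.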

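For the 6175 genes past the 1.5-fold limit in any treatment, the SD of the E-value over the cells of a condition had a median of 1.19 in the control, 1.20 and 1.21 at 16 and 48 h of paclitaxel, 1.25 and 1.08 at 2 and 16 h of celecoxib, and 1.61 with the combination. The absolute difference in mean E-value from the control had a median of 0.67, 0.51, 0.49, 0.83 and 0.59 in the 5 treatments in that order. The difference exceeded the SD over control cells for between 708 genes, at 2 h of celecoxib, and 1888 genes, at 16 h of celecoxib. Of the variance of a gene over all cells, a median of 12.9% lay between conditions on the deposited scale and 3.83% at the same total per cell. The SD over cells includes the error of measuring a single cell, whereas the mean over a condition averages most of it out.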

Compared to the drug-induced gene expression changes, the intercellular expression heterogeneity within a treatment group is much smaller. We focused on analyzing drug-induced gene regulation in the following analyses.

### A random forest model classifies single cells into transcriptional repression, amplification and control-like states

Next, using the principal component analysis, we clustered single cells based on their transcriptomic profiles. The unbiased clustering showed that the single cells are likely in three different states: the control-like state (e.g. untreated cancer cells), the transcriptional repression state (e.g. cells with 16 h celecoxib treatment) and the transcriptional amplification state (e.g. cells co-treated with paclitaxel and celecoxib) (Figure 1F). 

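Principal components were recomputed from the E-values of the 6175 genes, centred and not scaled. The components explained 24.1%, 2.56% and 2.06% of the variance. With every cell rescaled to the same total, the leading component explained 3.54%. The first component followed transcriptomic abundance, with Pearson's r of −0.98 over the 338 cells and between −0.97 and −0.99 within each condition. Spearman's rho over all cells was −0.98. Cells share a capture run within a condition, so these coefficients describe the cells and carry no p-value. Its median was −34.5 in the control (SD 35.7 over cells), 46.8 at 16 h of celecoxib (SD 26.4) and −64.0 with the combination (SD 48.6). The absolute r of the leading component at the same total with abundance was 0.47 over all cells and between 0.49 and 0.79 within conditions.

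**Figure D1:**
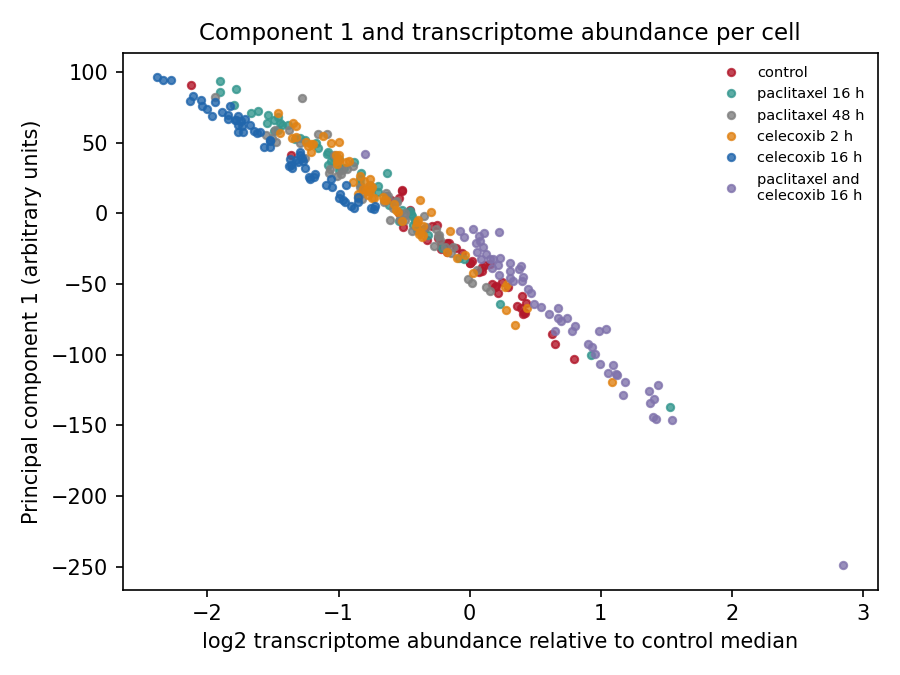
Score of each of the 338 cells on the first principal component of the deposited E-values (vertical axis) against its log2 transcriptomic abundance relative to the control median (horizontal axis). Each point is 1 cell, coloured by condition. The points of the 6 conditions lie along 1 band, with r of −0.98.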

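On the first component the cells with 16 h of paclitaxel had a median of 33.0 (SD 44.2 over cells) and those with 48 h a median of 10.3 (SD 33.5). Cells with 2 h of celecoxib had a median of 13.5 (SD 38.3). Each of these medians lay farther from the control median than 1 SD over its own cells, and within 2 SD of it.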

Cells from other conditions, especially with paclitaxel treatment alone, consist of mixtures corresponding to different states (Figure 1F).

Additionally, using out-of-bag estimates, we measured the prediction power of random forest to classify single cells from each drug treatment group versus those from other groups (Supplementary Figure S6). 

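A random forest of 600 trees was grown on the 6 conditions with the 6175 genes, and each cell was assigned by the trees that had not used it. The out-of-bag error was 11 of 46 control cells (23.9%, exact 95% interval 12.6 to 38.8%), 4 of 61 cells with 16 h of celecoxib (6.56%, 1.82 to 15.9%) and 1 of 59 cells with the combination (1.69%). Cells with 2 h of celecoxib were misassigned in 17 of 63 cases (27.0%, 16.6 to 39.7%). A class is a condition and also a C1 run, so a forest that finds a run would separate the classes as well.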

We observed low classification error rates for untreated cancer cells, cells with 16 h celecoxib and those co-treated with two drugs, indicating that cells from these treatment groups tend to have unique gene signatures and exist in homogenous states. Paclitaxel-treated cells have higher out-of-bag error rates, indicating that they are likely to compose with cells from mixed states. These results are consistent with the findings from the above principal component analysis.

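For paclitaxel the out-of-bag error was 13 of 56 cells at 16 h (23.2%, exact 95% interval 13.0 to 36.4%) and 33 of 53 cells at 48 h (62.3%, 47.9 to 75.2%). Of the 33 misassigned cells at 48 h, 18 were assigned to 2 h of celecoxib, 8 to 16 h of paclitaxel, 5 to 16 h of celecoxib and 2 to the control. Another seed moved this error most, to 52.8%, and at the same total per cell it was 58.5%. From the higher error rates of the cells treated with paclitaxel, the paper proposes that these cells are a mixture of states.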

To further characterize the intercellular heterogeneity among the 338 single cells, we developed a supervised learning model using the random forest method to classify single cells into three states based on their transcriptomic profiles. We used gene expression profiles of cells treated with celecoxib for 16 h, cells co-treated with the two drugs and untreated cancer cells to represent transcriptional repression, amplification and control-like states, respectively, because the cells from these conditions tend to be homogenous (Figure 1F and Supplementary Figure S6). We used expression profiles from a randomly selected 2/3 of cells in each group as the training set, and profiles of the remaining 1/3 as the testing set to evaluate the algorithm performance. The random forest model performed the feature gene selection and classified cell states with high accuracy (area under the receiver operating characteristic [ROC] curve [AUC] >0.95 for each of three states) (Figure 2A). 

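A forest of 200 trees was trained on a random 2/3 of the control, celecoxib 16 h and combination cells (31, 41 and 39 cells) and tested on the 55 cells held out. The AUC was 0.982 for the control-like, 0.999 for the repression and 0.994 for the amplification state. Of the held-out cells, 12 of 15 control cells, 20 of 20 celecoxib cells and 20 of 20 combination cells were put into the state of their condition. Over 20 other random splits the lowest AUC was 0.907, 0.977 and 0.985 for the 3 states, and the highest was 1 for each. With the cells rescaled to the same total the AUC was 0.998, 0.999 and 0.997. The held-out cells come from the same C1 runs as the training cells.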

We then applied the random forest model and classified all single cells based on their RNA expression profiles (Figure 2B and C).

**Figure 2.**
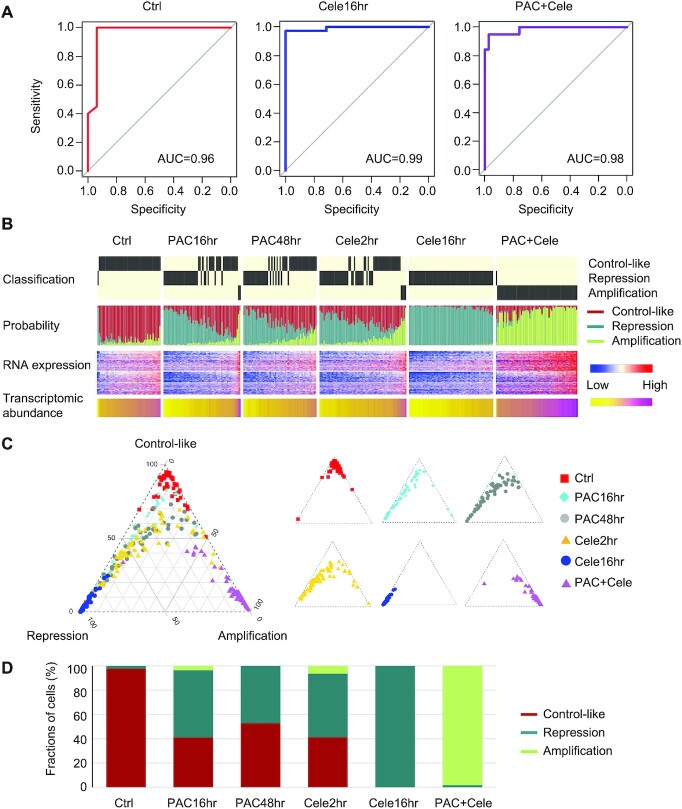
A random forest model classifies single cells into three different states: transcriptional repression, amplification and control-like. (**A**) We used transcriptomic profiles of cells with 16 h of celecoxib, 16 h of combination treatment and control cells to represent the transcriptional repression, amplification and control-like states, respectively. We used 2/3 of single cells for training and the remaining 1/3 of cells for testing. The algorithm performance when classifying the three states based on the testing set was measured using ROC curves, and the area under the ROC curves (AUC) is shown in each plot. (**B**) Classifying single cells into three states based on their gene expression profiles using the random forest model. For each single cell, the transcriptomic abundance (as in Figure 1E), RNA expression profile (normalized *E*-values by mean of control cells), predicted *P*-values of the three states, and the decision state are shown. Each column in the plot represents a single cell. (**C**) The triangle plot showing the predicted *P*-values of the three states across single cells. The pooled single cells are shown on the left, and cells with different treatment conditions are shown on the right. (**D**) Fraction of cells classified into the three states under different drug treatment conditions.

And our classification results were robust if we used an alternative approach to pick training sets by randomly selecting single cells located in the three angles based on our principal component analysis (Figure 1F) without restricting the preexisting sample labels (see Materials and Methods section for detail). 

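Corners were taken on components of genes scaled to unit variance, an alternative chosen after seeing the data, because on centred components the repression corner held 13 cells, fewer than the 25 drawn. On the scaled components the corners held 30 control-like, 31 repression and 52 amplification cells. Over 20 draws of 25 cells per corner, a median of 86.5% of the 338 cells (84.3 to 89.6%) fell into the same state as with training by treatment. The shares moved in the mixed groups. Between 66.1 and 71.4% of cells with 16 h of paclitaxel were control-like and between 25 and 30.4% in repression, and at 48 h between 56.6 and 73.6% were control-like.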

The new method resulted in ∼93.8% consistent classified cell states compared to the method described above (the 90% confidence interval is [90.5%, 95.9%]),

Our random forest classification process refined the dynamic compositions of cells from different states after paclitaxel treatment. 

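The forest trained by treatment put 29 of the 56 cells with 16 h of paclitaxel into the repression state (51.8%, exact 95% interval 38.0 to 65.3%), 2 into the amplification state (3.57%, 0.435 to 12.3%) and 25 into the control-like state (44.6%, 31.3 to 58.5%). The states are ranges of a score, and for 7 of the 56 cells the highest probabilities lay within 0.1 of each other. Over 20 other random splits the repression share was 41.1 to 51.8% and the control-like share 44.6 to 55.4%. Without the wells noted as 0 or debris they were 44.6% and 51.8%, so which of these states held more cells depended on the training cells. In the authors' deposited annotation the corresponding numbers of cells are 31, 2 and 23. The states followed abundance. Across the cells, the probability of repression and log2 abundance had a Pearson's r of −0.89 and a Spearman's rho of −0.97. A forest trained and applied on cells at the same total put 0% of these cells into repression, 60.7% into the control-like and 39.3% into the amplification state. Since the totals then do not differ, a state there means only likeness to its training cells.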

At 16 h with paclitaxel, 55% of cells show transcriptional repression, 4% show transcriptional amplification and 41% are control-like (Figure 2D). At 48 h, cells treated with paclitaxel remain in a mixture of states, including 47% in the transcriptional repression state and 53% in the control-like state. These results highlight the intercellular transcriptional heterogeneity in response to paclitaxel and are consistent with our PWS microscopy results showing changes in chromatin packing density (14).

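At 48 h of paclitaxel the forest put 24 of 53 cells into the repression state (45.3%, exact 95% interval 31.6 to 59.6%), 29 into the control-like state (54.7%, 40.4 to 68.4%) and 0 into the amplification state (upper limit 6.72%). For 8 of the 53 cells the highest probabilities lay within 0.1 of each other. Other random splits gave 37.7 to 50.9% repression and 49.1 to 60.4% control-like. The authors' deposited annotation has 25 cells in repression and 28 control-like. Over all 338 cells, the state here was that of the authors' annotation for 316 cells (93.5%). When cells were set to the same total, the shares at 48 h were 7.55% repression, 9.43% control-like and 83.0% amplification, and 6 of 53 cells (11.3%) kept their state. Those shares mean only likeness to the training cells of a state, not a higher or lower total. At 2 h of celecoxib 28 of 63 cells were control-like, 28 in repression and 7 in amplification, with 12 cells near the limit.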

### Regulation of OXPHOS and cell cycle genes is a major determinant of transcriptomic state

In addition to the global regulation of transcriptomic abundance, individual genes show variable expression changes after drug treatment. 

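By a rule of size, the 3 genes with the largest rise and fall in mean E-value were taken in each treatment among genes detected in at least 30% of the cells of both groups. They are the extremes of 9655 genes, and every comparison uses the same 46 control cells. At 16 h of paclitaxel FOS (chromosome 14, 75278826 to 75282230) fell by 3.15 (SD over cells 1.76, control 2.92), followed by CDC20 and HSPA8. The largest rises were GJA1 at 0.80, TBC1D32 at 0.77 and ANKRD20A1 at 0.76. HSPA8 and ANKRD20A1 have near-identical copies, so their values are uncertain. At 48 h CDC20 (chromosome 1, 43358981 to 43363203) fell by 2.64 (SD 2.27, control 2.12), CCNB1 by 2.51 and UBE2C by 2.44, and IFITM1, IFITM2 and C1orf54 rose by 2.34, 2.24 and 1.84. At 2 h of celecoxib ASNS rose by 2.36 (SD 1.24, control 1.32), DDIT4 by 2.27 and PCK2 by 2.10, while CDC20, CDCA3 and MSRB1 fell by 3.04, 2.62 and 2.51. After 16 h of celecoxib DDIT4 (chromosome 10, 72273919 to 72276036) rose by 2.78 (SD 1.34, control 1.72), TXNIP by 1.70 and APOE by 1.57, and AURKB (chromosome 17, 8204733 to 8210600), CCNB1 and PTTG1 fell by 4.00, 3.60 and 3.59. With the combination C1orf54 (chromosome 1, 150268200 to 150280916), ASNS and IFITM1 rose by 3.19, 3.11 and 3.09, and CDC20, AURKB and RRM2 fell by 2.69, 2.15 and 2.00. All coordinates are hg38, and all of these genes are annotated as protein coding. None of these differences changed sign at the same total per cell.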

We partitioned drug-responsive genes into three co-regulatory clusters based on their relative expression across single cells (Figure 3A and Supplementary Table S4). For each gene, we annotated its contribution to the random forest model indicated by the mean decrease in accuracy (MDA) value (Figure 3A and Supplementary Table S5). 

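The clusters were rebuilt from the 2 conditions that stand for repression and amplification. Cluster II was taken as the genes down over 1.5-fold at 16 h of celecoxib and not past the limit in either direction with the combination. It held 2689 of the 6175 genes past the limit in any treatment (43.5%). With the combination its median difference in mean E-value was 0.16. The median was −0.28 at the same total per cell, both there and at 16 h of celecoxib. Taking all genes down at 16 h of celecoxib outside cluster I, an alternative chosen after seeing the data, gave 2852 genes. Rescaled to the same total, 468 genes met the definition, the alternative that moved this count most.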

A total of 2852 genes (cluster II in Figure 3A) were down-regulated (>1.5-fold) in cells showing transcriptional repression and were not regulated in other conditions. These genes are enriched in gene ontology pathways such as ‘cell cycle’, ‘RNA processing’ and ‘protein ubiquitination’ (*P* < 10^−24^; Supplementary Figure S7; Figure 3A and B). The down-regulation of cell cycle genes indicates that the single-agent treatment inhibited cell proliferation. 

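Over the 96 S and G2/M genes listed, the mean E-value of a cell relative to the control mean had a median of −1.09 at 16 h of paclitaxel (SD 0.99 over cells), −1.16 at 48 h (SD 0.97), −1.04 at 2 h of celecoxib (SD 1.05) and −1.71 at 16 h (SD 0.80). The list comes from Seurat and is not the ontology list of Fig. 3B. The median over the genes lay at percentile 0 of 10000 random lists of as many genes matched on mean expression at 48 h of paclitaxel and in both celecoxib conditions, and at percentile 0.02 at 16 h of paclitaxel. Of the alternatives, the same total per cell moved these medians toward the control, to −0.32, −0.69, −0.58 and −0.96. With the combination the median was −0.83 (SD 1.23).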

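The spread of this cell cycle value over cells was an SD of 0.93 in the 46 control cells and 0.80 in the 61 cells with 16 h of celecoxib. Without the spike-in scaling it was 0.65 in the control and 0.86 at 16 h of celecoxib, so the order of the spreads depended on the scale. All of the 96 genes had a lower mean E-value than in the control at 16 h of celecoxib, 90 of them past the 1.5-fold limit.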

Especially, celecoxib treatment alone did not induce cell apoptosis, and the inhibition of cancer cell growth resulted from homogeneous inhibition of cell cycle genes across single cells (Figure 1B and C). Next, we examined whether the drug treatment modulated the expression of genes regulating a particular cell cycle phase. To this end, we analyzed signature genes uniquely expressed in the G1/S, S, G2 and G2/M phases, respectively (27). These genesets showed a significant positive correlation of differential expression across single cells upon drug treatment (Supplementary Figure S8). 

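The G1/S, S, G2 and G2/M signatures were not used here, and the S list (42 genes listed) and the G2/M list (54 genes) of Seurat were compared across the cells of 1 condition at a time. Pearson's r between the mean of the S genes and the mean of the G2/M genes was 0.779 in the control, 0.790 and 0.740 at 16 and 48 h of paclitaxel, 0.683 and 0.655 at 2 and 16 h of celecoxib, and 0.801 with the combination, and Spearman's rho was 0.696, 0.790, 0.841, 0.744, 0.805 and 0.835. Random pairs of lists matched on size and mean expression had a median r of 0.859, 0.909, 0.828, 0.866, 0.780 and 0.879, which is higher in every condition. With cells at the same total, r was 0.646, 0.616, 0.658, 0.568, 0.604 and 0.675, against a median of random pairs between 0.301 and 0.441. Cells of a run are not independent samples, and no p-value is given.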

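For the 42 S phase genes the median over cells relative to the control mean was −1.03 at 16 h of paclitaxel (SD 0.88) and −1.32 at 48 h (SD 0.98). For the 54 G2/M genes it was −1.18 (SD 1.17) and −1.51 (SD 1.08). At 16 h 41 of the S genes and 54 of the G2/M genes had a lower mean than in the control, and 28 and 39 of them were past the 1.5-fold limit. At 48 h 33 S genes and 46 G2/M genes were past it. The difference between the lists is smaller than the SD over cells at either time. In the celecoxib conditions the S genes had medians of −0.87 and −1.69 and the G2/M genes of −1.42 and −1.78 at 2 and 16 h.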

Although paclitaxel-treated cells are arrested in the G2/M phase (7), the inhibition of cell cycle genes is not limited to the particular phase.

**Figure 3.**
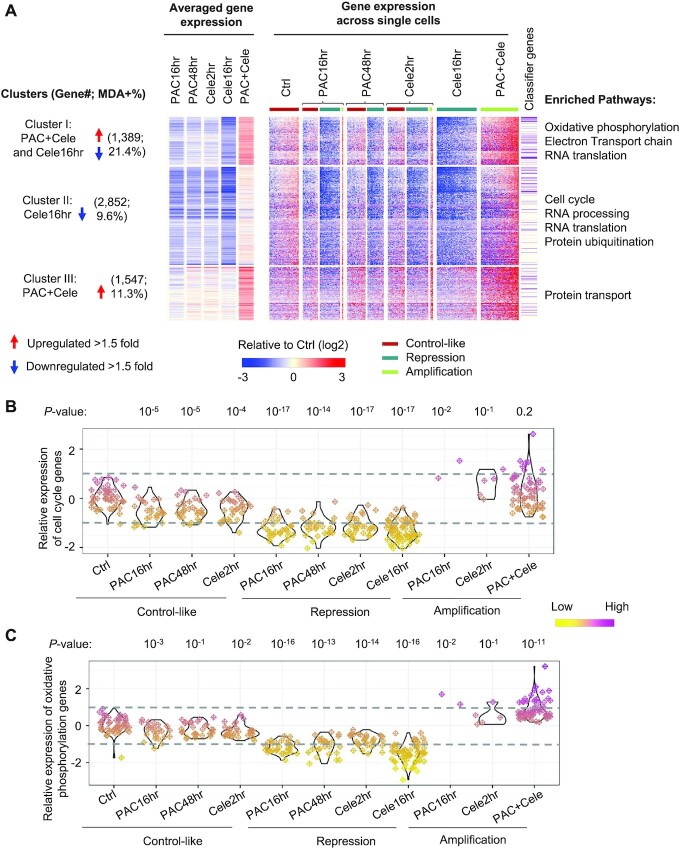
OXPHOS and cell cycle genes are major classifiers to define the cell states. (**A**) The heatmap showing the differentially expressed gene clusters based on their relative changes after drug treatment. The gene expression values were normalized to the mean of the control cells. Single cells in each treatment condition were further grouped by their defined states. The classifier genes in the random forest model with MDA value >0 are indicated in the heatmap. The enriched pathways in each cluster based on gene ontology analyses are shown. (**B**) The relative expression of cell cycle pathway genes across single cells, which were grouped based on drug treatment conditions and defined states. Each dot in the plot represents a single cell. The Wilcoxon rank sum test *P*-values comparing drug treatment groups versus the control are shown. (**C**) Similar to (B), the relative expression of OXPHOS pathway genes across single cells, which were grouped based on drug treatment conditions and defined states.

A total of 1389 genes were down-regulated (>1.5-fold) in cells showing transcriptional repression by single drugs but were up-regulated (>1.5-fold) upon combination treatment (cluster I in Figure 3A). These genes are enriched with MDA values >0 in the random forest model (Figure 3A) and contribute most significantly to cell state classification. 

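Cluster I was rebuilt as the genes down over 1.5-fold at 16 h of celecoxib and up over 1.5-fold with the combination. It held 1389 genes, 22.5% of the 6175. Their median difference in mean E-value was −1.02 at 16 h of celecoxib and 0.83 with the combination. Without the spike-in scaling these medians were −0.01 and 0.23, and 3 genes met the definition. The ratio of linear means gave 4789 genes. Cluster III, up with the combination and not past the limit at 16 h of celecoxib, held 1511 genes, and the 3 clusters together 90.5% of the 6175.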

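In the state forest grown here 604 of the 6175 genes (9.78%) had an MDA above 0. The share was 18.1% in cluster I (252 of 1389 genes), 7.92% in cluster II (213 of 2689) and 7.28% in cluster III (110 of 1511). With the wider definitions of clusters II and III, chosen after seeing the data, it was 7.89% and 7.69%. A forest of 200 trees samples few of the genes at each split, so an MDA of 0 also occurs for genes that were seldom drawn. The MDA was computed for 1 forest.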

Gene ontology analyses showed that they are enriched in pathways such as ‘OXPHOS’, ‘generation of precursor metabolites and energy’, and ‘RNA translation’ (*P* < 10^−22^; Figure 3C and Supplementary Figure S7). 

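Of the 92 subunit genes of the OXPHOS complexes, 79 were listed, all encoded in the nucleus. With the combination 78 of the 79 genes had a higher mean E-value than in the control, and 55 were past the 1.5-fold limit. The mean of the 79 genes had a median over cells of 0.65 (SD 0.60, 59 cells). It was −0.71 at 16 h and −0.52 at 48 h of paclitaxel (SD 0.65 and 0.55) and −0.56 at 2 h and −1.62 at 16 h of celecoxib (SD 0.51 and 0.45). The median over the genes with the combination, 0.74, lay at the 99.15 percentile of 10000 random lists of as many genes matched on mean expression, whose median was 0.62. The percentile was also high where the genes fell, at 99.975 and 99.04 at 16 and 48 h of paclitaxel and 97.56 at 2 h of celecoxib, and it was 27.3 at 16 h of celecoxib. The percentile describes these libraries. Medians over cells at the same total were 0.15, 0.040, 0.089, −0.26 and 0.063, so the sign changed at both times of paclitaxel and at 2 h of celecoxib.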

Unexpectedly, co-treatment of paclitaxel and celecoxib activated many genes regulating mitochondrial-related functions and the OXPHOS pathway. We further analyzed the genesets encoding complex I, II, III, IV and ATP synthase of the electron transport chain. These genesets were synchronically regulated across single cells, suggesting a coherent transcriptional module regulates their expression during drug response (Supplementary Figure S9). These results suggest that co-treatment with paclitaxel and celecoxib triggers a transcriptional amplification program activating OXPHOS, which can induce the generation of reactive oxygen species in cancer cells and promote cell apoptosis (36).

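The genes of complexes I, II, III and IV and of ATP synthase (37, 4, 9, 11 and 18 genes listed) were averaged in each cell, and the 10 pairs of complexes were correlated across the cells of 1 condition at a time. The mean Pearson's r was 0.882 in the control, 0.903 and 0.793 at 16 and 48 h of paclitaxel, 0.807 and 0.759 at 2 and 16 h of celecoxib, and 0.861 with the combination. The mean Spearman's rho was 0.832, 0.848, 0.797, 0.773, 0.758 and 0.812. Random lists of the same sizes matched on mean expression had a median r of 0.846, 0.864, 0.793, 0.804, 0.751 and 0.831 over 1000 draws, because all genes of a cell share its abundance. Rescaled to the same total, the mean r of the complexes was 0.463, 0.328, 0.435, 0.304, 0.355 and 0.453, and it was above the 95th percentile of the random lists in the control (0.411), in both celecoxib conditions (0.219 and 0.274) and with the combination (0.192), and below it in both paclitaxel conditions. From the joint regulation of these genesets, the paper proposes that a coherent transcriptional module regulates their expression during drug response.

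**Figure D2:**
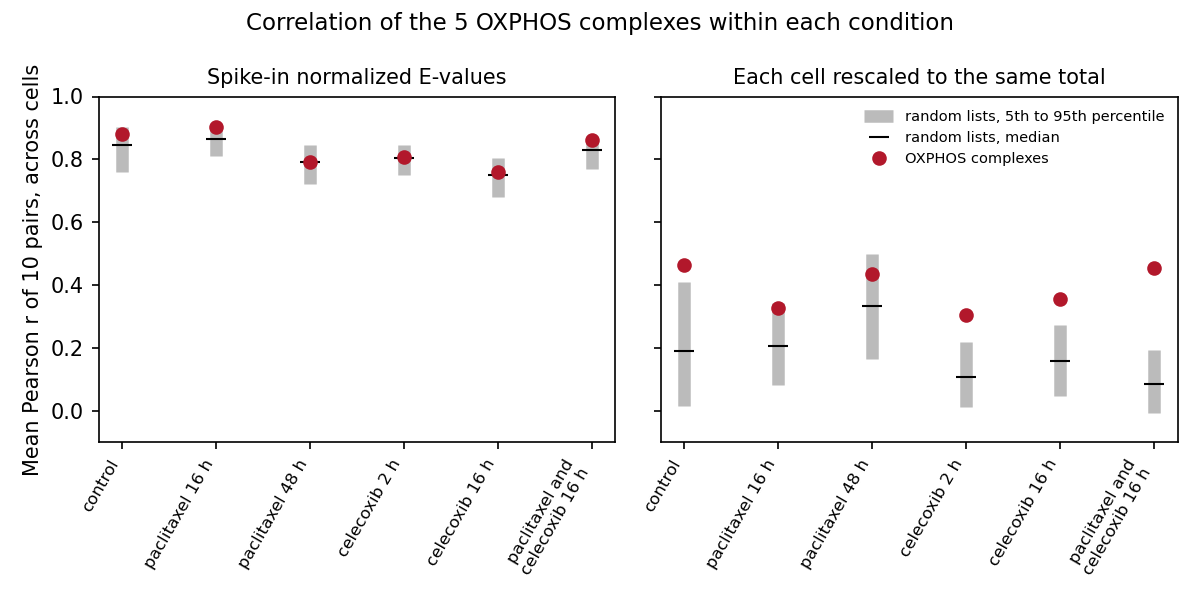
Mean Pearson's r over the 10 pairs of OXPHOS complexes across the cells of each condition, on the deposited scale and at the same total per cell. Points are the complexes, and the bars with a line show the 5th to 95th percentile and the median of random matched lists. On the deposited scale the points and the random lists overlap except at 16 h of paclitaxel, and at the same total the points of 4 conditions lie above the bars.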

### Metabolism and inflammation genes are activated in a subpopulation of paclitaxel-treated cancer cells

At 48 h of paclitaxel treatment, 53% of cells showed global transcriptomic abundance comparable to untreated cells (Figure 2D). This subpopulation of cells did not fully mimic untreated cells but showed unique gene signatures with 177 genes up-regulated by >1.5-fold (Figure 4A and Supplementary Table S6). Among these, 20 genes show early activation (>1.5-fold) at 16 h, such as the interferon-induced transmembrane proteins IFITM1 and IFITM2, a driver of p53-dependent cell cycle arrest p21 (CDKN1A), and the growth differentiation factor-15 (GDF-15) (Figure 4B).

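The 29 cells with 48 h of paclitaxel that the forest called control-like had a median log2 abundance of −0.35 against the control median (SD 0.28, range −0.82 to 0.16), and the 24 cells called repression had −1.07 (SD 0.33). For 5 of the 29 cells the control-like state led by under 0.1 in probability. The states of these cells follow abundance closely, so the difference between them is not independent of how they were called. The 28 control-like cells of the authors' deposited annotation had a median of −0.34 (SD 0.28).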

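The mean E-value over the 29 control-like cells with 48 h of paclitaxel was compared with that over all 46 control cells. It was higher by over log2 of 1.5 for 283 genes, a count past a fixed size with no test. In 200 draws of 29 and 46 cells from the control cells, a simulation added after the count was seen, no gene was changed. A median of 134.5 genes were past the limit upward, and the 95th percentile was 459.7, which the count does not exceed. The draws have no overall shift, whereas the 29 cells had a median log2 abundance of −0.35. The draws thus do not decide whether the count is within what the spread over cells gives. Over all 53 cells with 48 h of paclitaxel 89 genes were past the limit. Of the 283 genes, 280 were also past it at the same total per cell, and 31 were past it in the 24 repression cells too. The pseudocount of 1 moved the count most, to 1120 genes. With the states of the authors' deposited annotation, an alternative chosen after seeing the data, the count was 309. The forest that selected these cells uses the E-values of genes past the limit in any treatment, so the selection and the count are not independent.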

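Of the 283 genes, 27 were also past the limit in the 25 control-like cells with 16 h of paclitaxel. GDF15 (ENSG00000130513.6, chromosome 19, 18374731 to 18389176) had a mean E-value of 0.70 in control cells (SD 1.87), 1.59 in the control-like cells at 16 h (SD 2.17) and 3.74 at 48 h (SD 2.57), and was detected in 17.4% of control cells and 75.9% of control-like cells at 48 h. CDKN1A (ENSG00000124762.13, chromosome 6, 36676460 to 36687337) rose from 0.95 (SD 2.06) to 1.66 (SD 1.92) and 3.12 (SD 2.52). IFITM1 (chromosome 11, 310041 to 315272) rose from 4.05 (SD 2.79) to 5.06 (SD 2.23) and 6.87 (SD 1.34), and IFITM2 (chromosome 11, 303655 to 309397) from 4.77 (SD 2.51) to 5.54 (SD 2.37) and 7.58 (SD 1.77). IFITM1 and IFITM2 are near-identical neighbours whose reads can be split between them, so their separate values are uncertain. SNCG, also drawn in Fig. 4B, was 0.85 and 2.75 above its control mean at 16 and 48 h. The SD over cells exceeded the rise at 16 h for each of these 5 genes.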

**Figure 4.**
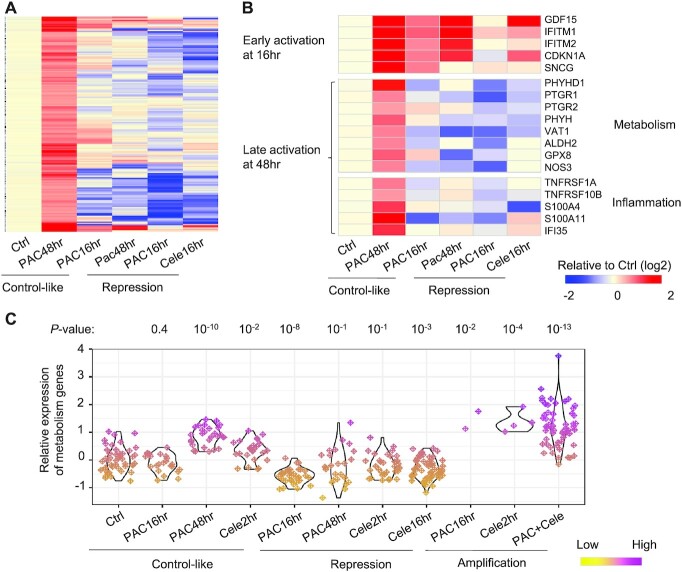
Genes activated in the control-like subpopulation of cells after 48 h of paclitaxel treatment. (**A**) Heatmap showing the expression changes of 177 genes activated in control-like cells after 48 h of paclitaxel treatment. Single cells were grouped based on drug treatment conditions and defined states. For each group, the averaged expression values of a gene across single cells were used to indicate its expression level. The expression fold changes compared to the control cells are shown in the heatmap. (**B**) Example paclitaxel-activated genes showing early activation at 16 h of paclitaxel treatment, and those showing late activation at 48 h and in pathways regulating metabolism and inflammation. (**C**) The relative expression of the metabolism genes across single cells grouped based on treatment conditions and defined states. The paclitaxel-activated genes in the GO:0055114: oxidation-reduction process were used for the analyses. The Wilcoxon rank sum test *P*-values comparing drug treatment groups versus the control are shown.

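The other 256 of the 283 genes raised in control-like cells at 48 h of paclitaxel were not past the limit in the control-like cells at 16 h. With a detection limit of 50% of cells the early and late counts were 23 and 230. With states from the authors' deposited annotation they were 31 and 278, and over all cells of both time points, whatever their state, 7 and 82.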

The 157 other genes showed late activation at 48 h. 

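For 28 metabolism genes that the paper names, the mean E-value of a cell relative to the control mean had a median of 0.92 in the 29 control-like cells (SD 0.41) and −0.27 in the 24 repression cells (SD 0.59) at 48 h of paclitaxel. These medians at the same total were 0.95 and 0.29. It was −0.26 in the control-like cells at 16 h (SD 0.33). Over whole conditions, whatever the state, the median was −0.40 and 0.43 at 16 and 48 h of paclitaxel, 0.07 and −0.31 at 2 and 16 h of celecoxib, and 1.17 with the combination. At equal totals these were 0.055, 0.80, 0.48, 0.43 and 0.67. The genes were chosen by the study for their rise in these cells, so the rise at 48 h is not independent evidence. Gene ontology terms were not analysed here.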

The gene ontology analyses showed that they are enriched in genes regulating cellular metabolism (*P* < 10^−9^ for the pathway ‘oxidation-reduction [redox] process’) (Figure 4B and C). These include enzymes regulating lipid metabolism (e.g. ACACA, PTGR1 and SCD) and carboxylic acid biosynthesis (e.g. PHGDH and ASNS). In addition, some pro-inflammatory molecules, such as TNFRSF1A, IFI35, SERPINF1, IFNAR2 and S100A4, were up-regulated (Figure 4B). These results suggest that a subpopulation of cells rewired their intrinsic metabolic and inflammatory pathways after 48 h of paclitaxel treatment.

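ACACA (ENSG00000278540.4, chromosome 17, 37084992 to 37406836) had a mean E-value of 2.42 in control cells (SD 1.56) and 3.13 in the control-like cells with 48 h of paclitaxel (SD 1.28), a difference of 0.70. PTGR1 (ENSG00000106853.18, chromosome 9, 111549722 to 111599893) had 3.16 (SD 1.40) and 3.90 (SD 0.87), and SCD (ENSG00000099194.5, chromosome 10, 100347233 to 100364826) 1.18 (SD 0.97) and 1.80 (SD 0.84). PHGDH (ENSG00000092621.12, chromosome 1, 119648411 to 119744218) had 3.84 (SD 1.58) and 4.74 (SD 1.58), and ASNS (ENSG00000070669.16, chromosome 7, 97851677 to 97872542) 2.97 (SD 1.32) and 4.56 (SD 1.65). The difference was smaller than the SD over control cells for each gene except ASNS. In the control-like cells at 16 h the differences from the control were 0.19 for ACACA, −0.24 for PTGR1, −0.05 for SCD, −0.20 for PHGDH and 0.59 for ASNS. Of the other metabolism genes of Fig. 4B, PHYHD1 was 1.57 above the control at 48 h, and PTGR2, PHYH, VAT1, ALDH2, GPX8 and NOS3 between 0.64 and 0.93. Coordinates are hg38.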

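S100A4 (ENSG00000196154.11, chromosome 1, 153543613 to 153550136) had a mean E-value of 6.86 in control cells (SD 1.52) and 8.05 in the control-like cells with 48 h of paclitaxel (SD 0.96). TNFRSF1A (chromosome 12, 6328757 to 6342114) had 1.22 (SD 1.34) and 2.13 (SD 1.27), IFI35 (chromosome 17, 43006740 to 43014456) 0.52 (SD 1.17) and 1.64 (SD 1.51), SERPINF1 (chromosome 17, 1762029 to 1777565) 5.00 (SD 1.18) and 5.73 (SD 0.67), and IFNAR2 (chromosome 21, 33205282 to 33265675) 1.71 (SD 1.70) and 2.66 (SD 1.32). S100A11 and TNFRSF10B, also in Fig. 4B, were 2.06 and 0.69 above the control. Each of these 7 differences was smaller than the SD over control cells. In the control-like cells at 16 h the differences lay between −1.09 for S100A11 and 0.42 for IFNAR2. From the rise of the metabolism and inflammation genes in these cells at 48 h, the paper proposes that a subpopulation rewired its metabolic and inflammatory pathways.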

### A paclitaxel response index predicts treatment efficacy across several hundred cancer cell lines and in breast cancer patients

Next, we examined whether the activated inflammatory and metabolic gene signature plays a regulatory role in paclitaxel efficacy. We reasoned that if these genes function as a regulatory module, their co-activation should not be unique to paclitaxel response but should be general across biological conditions because genes regulating a biological process tend to form a coexpression network (37,38). To this end, we examined the co-expression of the 177 paclitaxel-activated genes across 1037 cancer cell lines from 26 primary tissue types using data from the Cancer Cell Line Encyclopedia (CCLE) database (28). By developing an iterative computational method, we found that a gene module consisting of 73 genes (41.2% of the total) showed a significant positive correlation of expression with each other (see Materials and Methods section for details) (*P* < 10^−50^ compared to expected distribution; Figure 5A and B). The metabolic and inflammatory genes described above were present in this gene module. The data also indicate that the paclitaxel-induced gene module is intrinsically active in many cancer cells.

**Figure 5.**
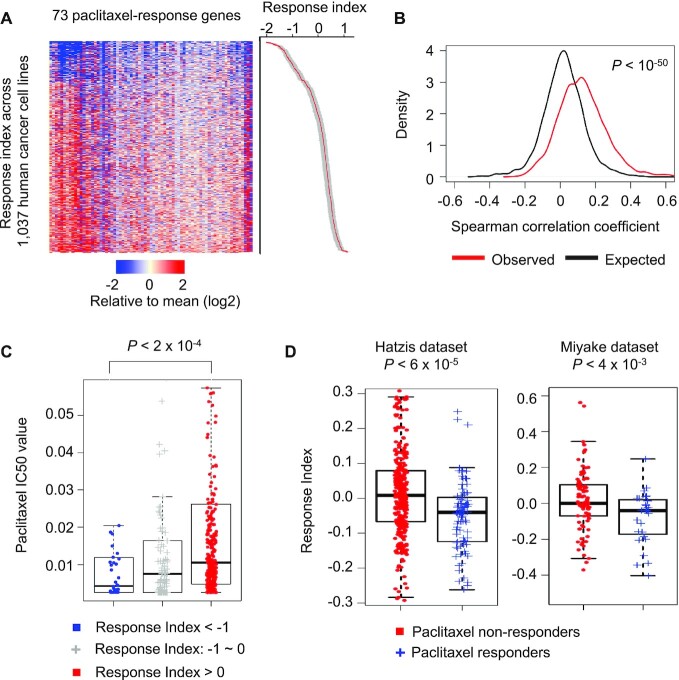
A gene module consisting of paclitaxel-activated genes predicts paclitaxel efficacy across cancer cell lines and breast cancer patients. (**A**) 73 paclitaxel-activated genes showed a positive correlation of expression across 1037 cancer cell lines. We developed a paclitaxel response index to quantitatively measure the relative expression of these genes in a sample (standard error values are shown in gray). (**B**) Distribution of the observed and expected Spearman correlation coefficients of the expression levels between the gene pairs. The observed values were calculated based on gene pairs in (A). The expected correlation values were calculated by randomly picked gene pairs expressed in the cancer cell lines. The Wilcoxon rank sum test *P*-value comparing the observed versus expected correlation coefficients is shown. (**C**) Cancer cell lines were grouped based on the paclitaxel-response index values in (A). Then, we compared their paclitaxel IC_50_ values. The Wilcoxon Rank-Sum test *P*-value comparing two indicated groups is shown in the plot. (**D**) Breast cancer patients from two cohorts were grouped based on their clinical response to paclitaxel treatment. Then, we compared the paclitaxel response index between the two groups of patients. The Wilcoxon Rank-Sum test *P*-values comparing two groups are shown in the plot.

As CCLE also measured the half-maximal inhibitory concentration (IC_50_) values of paclitaxel in these cancer cell lines, we examined whether there is a correlation between the gene module expression and the IC_50_ values. Based on the relative expression of the genes in the module, we developed a paclitaxel response index to quantify the geneset expression, which was calculated as the median of the normalized expression values of the 73 genes (Figure 5A). Next, we grouped cell lines based on their paclitaxel response index. Cancer cells with greater index values tended to show higher paclitaxel IC_50_ values (*P* < 2 × 10^−4^, Wilcoxon rank-sum test; AUC of the ROC curve = 0.653; Figure 5C, Supplementary Figure S10A and Supplementary Table S7). These data indicate that higher baseline expression of the gene module is linked with decreased paclitaxel efficacy in cancer cells.

Furthermore, we examined the impact of the gene module on paclitaxel response across breast cancer patients. We analyzed the RNA expression and clinical data from two published breast cancer patient cohorts (29,30). Indeed, responders to paclitaxel treatment showed lower paclitaxel response index values compared to non-responders (*P* < 4 × 10^−3^, Wilcoxon rank-sum test; AUC of the ROC curve = 0.66; Figure 5D and Supplementary Figure S10B–E, Supplementary Table S8). The AUC values are comparable to those obtained previously using other computationally identified gene module markers (39). These results further indicate that our paclitaxel response index can predict the clinical outcome of paclitaxel treatment.

## DISCUSSION

Using the Fluidigm C1 Single-Cell Auto Prep System, we added a constant amount of the spike-in RNA set to each well during library preparation. During the data analyses, we calculated gene expression levels by aligning sequencing reads to a hybrid transcriptome combining genome-encoded transcripts and spike-in RNAs. The fold differences of spike-in RNAs learned from the sequencing data are in accordance with the pre-designed concentrations, indicating that our scRNA-seq quantitatively measures RNA levels. Furthermore, by normalizing endogenous gene expression to that of spike-in RNAs, we found that mRNA abundance is drastically differentially regulated across single cells after drug treatment. These differences would not be observed in measurements using TPM or RPKM (reads per kilobase of transcript per million reads mapped) values for endogenous genes alone, as these calculations rely on the presumption that global transcriptomic levels are comparable across cells. Our results confirm the value of adding the synthetic spike-in RNAs for scRNA-seq.

One of the major findings of this study is that drug treatments induce variable changes in global mRNA abundance in a cell. This level of regulation has been commonly overlooked by previous studies due to the lack of gene expression normalization using spike-in RNAs for RNA-seq experiments. Interestingly, paclitaxel treatment alone induces transcriptional repression in a subpopulation of cells. The down-regulation of cell cycle genes is consistent with the mitotic arrest induced by paclitaxel. Here, we found that genes expressed in the G1/S, S, G2 and G2/M phases are synchronically down-regulated at comparable levels, indicating the inhibition of cell cycle genes is not specific to a particular phase. A coordinated transcriptional network is likely to regulate the expression of cell cycle genes.

Interestingly, the combination of paclitaxel and celecoxib induces transcriptional amplification, which is opposite to the transcriptional repression caused by the single drug treatments (Figure 6). The fact that the expression of cell cycle genes is unchanged after co-treatment with the two drugs suggests that another regulatory pathway promotes cell apoptosis in this context. Unexpectedly, the OXPHOS pathway showed the most significant up-regulation. OXPHOS is the major process to generate mitochondrial reactive oxygen species (ROS). Hyperactivation of OXPHOS can cause leakage of electrons from electron transport chains, leading to a partial reduction of oxygen and the formation of superoxide in cells (40,41). The resulting ROS production could be the mechanism by which the drug combination enhances apoptosis and cell-killing efficiency. These results also indicate that the interplay between two drugs can trigger a novel transcriptional program, increasing the efficacy.

**Figure 6.**
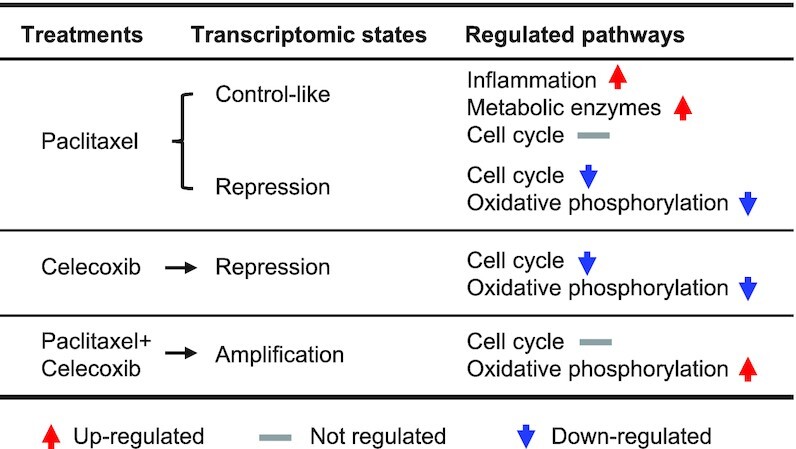
The table shows the transcriptomic states and regulation of associated pathways after the various drug treatments.

Dynamic global transcriptional activity can result from the regulation of the cellular amount of RNA polymerase II (Pol II), the efficiency of Pol II recruitment to promoters or the rate of transcriptional elongation (20,42). These molecular mechanisms have been characterized in a few biological processes. Cancer cells with overexpressed MYC show higher transcriptomic abundance than normal cells because MYC located in promoters and enhancers can directly recruit the transcriptional elongation factor P-TEFb, resulting in transcriptional amplification (43). In B-cell acute lymphoblastic leukemia, overexpression of the nucleosome remodeling protein HMGN1 suppresses heterochromatin marker H3K27me3 levels and promotes B cell transcriptomic levels and proliferation (44). Future efforts are needed to identify the molecular regulators mediating transcriptional amplification or suppression after drug treatment.

The initial expression changes of cancer cells in response to drugs are important in determining their fate. The probability of drug-induced apoptosis appears to be stochastic from the perspective of a single cell but has a fixed ratio in the larger cell population (45–47). The pre-existing gene expression programs regulate the ratio of killed cells (i.e. the IC_50_ value of a drug). At the single-cell level, cell death is determined by whether pro-apoptotic signals have accumulated to the threshold level. Here, we found that transcriptomic abundance shows intercellular heterogeneity in response to paclitaxel treatment. This heterogeneity is a new regulatory layer contributing to chemoresistance. In about half of the treated cells, the global transcriptional levels are comparable to the control state. Unexpectedly, a coherent gene module consisting of a small number of genes (73 genes) was activated in a subpopulation of paclitaxel-treated cells, and these genes were highly enriched in redox and inflammatory pathways. We showed that the baseline expression of this gene module predicts chemo-response *in vitro* and *in vivo*. The metabolic switch in cancer cells is known to play a major regulatory role during drug response (48,49). For example, some genes in the module, such as aldehyde dehydrogenase (ALDH2) and acetyl-CoA carboxylase (ACACA), are known oncogenes, promoting cancer stem cell formation and drug resistance (50,51). Future experiments tracing the metabolic changes of cancer cells after drug treatment will provide further functional insights into this level of regulation. Notably, our analyses were performed using the cultured cancer cells and the gene signatures we obtained did not account for molecular interactions between cancer cells and the immune microenvironment. Further work using single-cell experiments tracing paclitaxel efficacy in immune-competent models can reveal additional regulatory layers of the resistance mechanisms.

## DATA AVAILABILITY

The sequencing datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository with the accession number GSE162256. Computational codes are available upon request.

## Supplementary Material

lqab054_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

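Single A2780 cells from 6 conditions were measured: untreated control, paclitaxel (5 nM) for 16 and 48 h, celecoxib (75 µM) for 2 and 16 h, and both drugs for 16 h. Each condition was 1 C1 run with no culture named as a replicate, so that cells are not replicates and the condition, the run and mostly the block of 96 library indices cannot be separated. No test between conditions, p-value or SE was made from the cells.

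The authors trimmed the reads with Trim Galore and estimated TPM with RSEM 1.3.0 and Bowtie2 on GENCODE version 28 transcripts of hg38 with 3 spike-in sequences. They normalized the TPM of each cell to its highest spike-in RNA, removed cells with low expression of housekeeping genes, and kept genes detected in over 30% of the cells of at least 1 condition. The deposited values are on a log2 scale, E = log2(N/10 + 1), for 9664 genes and 338 cells, to 3 decimals. All 338 columns of cells were used. The authors' deposited annotation also gives a state per cell, which is named as theirs wherever it is used. The number of reads per cell is unknown, so the depth is described by the genes detected, and no interval that needs read counts is given. No doublet caller was run, since it needs counts.

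From the E-values the linear value N was recovered. Transcriptomic abundance is the sum of N over the genes listed, on the log2 scale relative to the control median. A gene was counted as up or down when its mean E-value differed from that of the control cells by over log2 of 1.5. High-variance genes were taken with 100 bins, a mean E-value above 1 and 2 bin SDs. Principal components used centred E-values of genes past the limit in any treatment. States came from a random forest of 200 trees trained on a random 2/3 of the control, celecoxib 16 h and combination cells, and the 6-class out-of-bag error from 600 trees. A cell was called near the limit when its highest probabilities were within 0.1 of each other. Shares of cells have exact Clopper-Pearson 95% intervals, which cover counting error only. Gene lists were compared with 10000 random lists of the same size matched in 20 bins of mean E-value, and correlations with 1000 draws. All differences between conditions share the same control cells.

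The gene lists were the OXPHOS subunits, the S and G2/M genes of Seurat 5.3.0, and lists of the integrated stress response, p53 targets, sterol and lipid synthesis and drug targets written before the data were examined, as were most alternatives. The 28 metabolism genes and the 73-gene module were taken from the paper. The genes named are every gene named in the results of the paper or in Fig. 4B, PTGS1 and PTGS2, and the 3 largest rises and falls per treatment among genes detected in at least 30% of the cells of both groups. PTGS1 and PTGS2 were not analysed here.

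The gene counts were tested on resampled control cells. There, 200 of 9655 genes were changed 4-fold, drawn from those with a mean E-value above 1 in the control cells. Between 94 and 98% of raised and between 89 and 95% of lowered genes passed the limit. The forest was tested on random normal values for 1000 genes, which come from no real cell. It put 100% of held-out simulated cells right, and 21.7% when the states were shuffled. Those values share no abundance factor, so this test does not measure the accuracy of the forest on the real cells.

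The alternatives were the same total per cell in place of the spike-in scaling, a ratio of linear means, a pseudocount of 1 in place of 10 normalized TPM, no filter or a 50% detection limit, the 5000 most abundant genes or all but the top 50, means in place of medians, other bins and dispersion, other seeds, each index block alone, and cells without wells noted as 0 or debris. Others were added after seeing the data. Coordinates are from GENCODE version 44 on hg38, whose names matched 9643 identifiers. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and randomForest 4.7.1.2 were used. Gene ontology enrichment, apoptosis measurements, spike-in RNAs, genes encoded in mitochondrial DNA, and the cell line and patient datasets of the paper were not analysed here.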

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

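Of the tests in this part, that at the same total per cell and that across C1 runs were chosen after the result was seen, and that of the number of genes was written before.

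Genes of the integrated stress response, which the paper does not discuss as a group, were above the control level in the 3 conditions with celecoxib. Over the 13 genes listed of 15, the median over cells of their mean E-value relative to the control was 1.13 at 2 h of celecoxib (SD 0.86), 0.76 at 16 h (SD 0.71) and 1.73 with the combination (SD 1.18). It was −0.82 at 16 h of paclitaxel (SD 1.01) and −0.16 at 48 h (SD 0.96). The SD of the control cells was 0.69. ASNS and PHGDH, which the paper names for control-like cells with paclitaxel, are in the list. At 2 h of celecoxib the largest differences in mean E-value were those of ASNS (2.36), DDIT4 (2.27), CHAC1 (1.94) and DDIT3 (1.56), while XBP1 (−0.13) and HSPA5 (−0.36) were below the control.

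The tables argue against the spike-in normalization as the whole cause, since the median at 2 h of celecoxib was 1.41 at the same total per cell. They also argue against a few genes at 2 h, where 11 of the 13 genes were above the control, and with the combination, where 13 were. At 16 h of celecoxib 9 genes were above it and the median over genes was 0.13, while DDIT4 (2.78) and TRIB3 (2.29) were far higher, so on the deposited scale the value there rests more on a few genes. At the same total 13 genes were above it, with a median over genes of 1.47. A difference between C1 runs stays open. Neither paclitaxel-only run was above the control in the median over cells (the higher was −0.16). At 48 h of paclitaxel, though, the median over genes was 0.25, with 8 of the 13 genes above the control and 5 below. Some of these genes were thus higher in a run without celecoxib. At the same total the 3 runs with celecoxib were at 1.41, 1.75 and 1.28. Those without were at −0.0070 in the control and −0.27 and 0.31 with paclitaxel. A difference between runs would have to go with celecoxib in all 6, which 3 runs on each side, of different times and drugs, do not exclude. A response to celecoxib is a hypothesis that may be tested in a repeated capture.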

How the results depend on the processing

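The corner training, the components scaled to unit variance, the removed cells placed lowest, the wider clusters II and III and 20 settings for the genes raised in control-like cells were chosen after seeing the data, and the other alternatives were set earlier. No paired analysis was possible because each condition is 1 sample and no replicate numbers are shared. Where a value moved, the cause was not tested unless the setting itself shows it.

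All 29 alternative values of transcriptomic abundance stayed within 1 SD over cells of the value reported, as did the 18 alternative out-of-bag errors within their intervals. The 29 values all kept the spike-in scaling, so they do not test it. The SD over cells is the spread of single cells and not the precision of a median, so a value within it may still have moved. Of the alternative values of the gene lists, 184 stayed within 1 SD over cells, 13 moved further and 1 reversed. A change of sign was counted as reversed only for values past log2 of 1.5, and at the same total per cell 9 of 40 values changed sign. The p53, sterol and drug target lists are not among these. For the counts of raised genes 18 stayed within 1.5 times and 16 did not, and for lowered genes 20 did and 14 did not. For shares of cells 98 stayed within the exact interval and 28 moved. Of the values of single named genes 284 stayed and 4 moved, and none reversed, by the rules of the gene lists.

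With every cell rescaled to the same total, which fixes the total only, the numbers of genes up and down were 135 and 969 at 16 h of paclitaxel, 317 and 558 at 48 h, 320 and 784 at 2 h of celecoxib, 712 and 768 at 16 h, and 575 and 560 with the combination. Clusters I, II and III held 3, 468 and 298 genes, and the leading component explained 3.54% of the variance. The control-like, repression and amplification shares were 60.7%, 0% and 39.3% at 16 h of paclitaxel, 9.43%, 7.55% and 83.0% at 48 h, and 1.59%, 3.17% and 95.2% at 2 h of celecoxib. With equal totals these states mean only likeness to the training cells, not amplified or repressed totals. The OXPHOS subunits reversed to 0.15 at 16 h of paclitaxel and moved to 0.040 at 48 h, 0.089 at 2 h of celecoxib and −0.26 at 16 h. With the combination complex III was at 0.041, complex IV at 0.10 and ATP synthase at −0.083. For 16 h of celecoxib the S phase genes were at −0.88, the metabolism genes at 0.43, the 73-gene module at 0.50 and the stress response genes at 1.75. In control-like cells at 48 h of paclitaxel 457 genes were raised, 64 early and 393 late.

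With the ratio of linear means the numbers up and down were 303 and 5761 at 16 h of paclitaxel, 709 and 4244 at 48 h, 708 and 3771 at 2 h of celecoxib and 265 and 7335 at 16 h, and 6968 were up with the combination. Cluster I held 4789 genes, and 1076 genes were raised in control-like cells, 286 early and 790 late. With a pseudocount of 1 the numbers were 134 and 5514, 462 and 4239, and 378 and 4298 for paclitaxel at 16 and 48 h and celecoxib at 2 h, with 230 up at 16 h of celecoxib and 867 down with the combination. The cell cycle, S phase and G2/M genes were at −2.68, −2.57 and −2.76 at 16 h of celecoxib, and 1120 genes were raised in control-like cells, 209 early and 911 late. A lower pseudocount widens differences of weakly expressed genes by construction.

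With the 50% detection limit 5 genes were up at 16 h of paclitaxel. Within index block 4, 170 genes were up at 48 h of paclitaxel, and within block 3, 332 were down with the combination. With SD over mean of linear values the high-variance genes numbered 176 in the control, 147 and 171 at 16 and 48 h of paclitaxel, 150 at both times of celecoxib and 217 with the combination. Over all cells at 48 h of paclitaxel 89 genes were raised, 7 early and 82 late.

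Over 20 other seeds the repression share at 16 h of paclitaxel was 41.1 to 51.8% and the control-like share 44.6 to 55.4%, and leaving out wells noted as 0 or debris gave 44.6% and 51.8%, so the larger state changed. The highest control-like AUC was 1. In control cells the highest control-like share was 100% and the lowest repression and amplification shares were 0%. The lowest repression share at 2 h of celecoxib was 31.7%. Over 20 draws of corner training the lowest amplification share of control cells was 0%. At 16 h of paclitaxel the control-like share was 66.1 to 71.4% and repression 25 to 30.4%. At 48 h the highest control-like share was 73.6%, the lowest repression share 24.5% and the highest amplification share 13.2%. At 2 h of celecoxib the highest control-like share was 71.4% and repression 20.6 to 30.2%. For 16 h of celecoxib the highest control-like share was 6.56% and the lowest repression share 93.4%. With the combination the highest control-like share was 6.78% and the lowest amplification share 93.2%.

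For the genes raised in control-like cells, also asking for a ratio of mean E-values over 1.5 gave 160 genes, 137 of them late, and with the states of the authors' deposited annotation 178, 151 of them late. A mean E-value over 1 in control cells left 170 late genes. With the authors' states, medians over cells gave 629, linear means 1104, genes also below control in repression cells 144, and a control mean over 1.5 or over 2 gave 153 and 103.

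Leaving out genes encoded in mitochondrial DNA changes nothing, since none were used. Corner training on centred components was not run because a corner held 13 cells, under the 25 required. Depth is unknown, so the share of the spread over cells that comes from measurement cannot be given.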

Differences from the paper's values

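Every value in this part is set beside a statement of the paper, and the settings named as added were chosen after the values were seen.

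The paper reports 177 genes raised in control-like cells at 48 h of paclitaxel, 157 of them late. Here they were 283 and 256. Of the alternatives set before the data were examined, the detection limit of 50% of cells brought both counts, with 23 early and 230 late genes, within 1.5 times of the paper's values. The same total per cell (457 and 393), linear means (1076 and 790), a pseudocount of 1 (1120 and 911), no filter (283 and 256), all cells at 48 h (89 and 82) and leaving out wells noted as 0 or debris (283 and 256) were not. With the authors' deposited states and also a ratio of mean E-values over 1.5, a setting chosen after seeing the values, there were 178 genes, 151 of them late. It is 1 of 20 settings added for this count, beside 7 set before, and it keeps 49 of the 92 genes that the paper names, so it drops 43. Rank tests over cells were also tried and are not reported because cells are not replicates. The cause of the difference was not identified.

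The share of cluster III genes with an MDA above 0 is about 11% in Fig. 3A, read by eye, and was 7.28% here. No alternative set before the data were examined was run for this share.

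The paper states low out-of-bag error for control cells and higher error for paclitaxel. The error was 23.9% for control cells and 23.2% at 16 h of paclitaxel, while 62.3% at 48 h of paclitaxel, 6.56% at 16 h of celecoxib and 1.69% with the combination are in the order it states. The paper states that the variation within a group is much smaller than the changes caused by the drugs. Over genes past the limit the median SD over cells was 1.08 to 1.61 and the median absolute difference 0.49 to 0.83, while the high-variance genes numbered 70 to 101. In its Discussion the paper states that the expression of cell cycle genes did not change with both drugs. Over the 96 S and G2/M genes of Seurat, another list than that of Fig. 3B, the median over cells was −0.83 with the combination (SD 1.23), 72 genes were below the control, 26 were down and 4 up past the limit, and the median over genes was −0.35. With cells at the same total the median over cells was −0.98 and 93 genes were below. The paper places ASNS among late genes, and in control-like cells at 16 h of paclitaxel its mean E-value was 0.59 above the control, only just past log2 of 1.5. Over all 56 cells at 16 h of paclitaxel the difference was −0.31 (SD 1.87 over cells). Whether ASNS counts as early thus rests on the cells called control-like and on a narrow margin.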

Other observations

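The tests of the percentile of the OXPHOS subunits and of the number of cell cycle genes were written before the result was seen, and the other tests in this part, with that of removed cells, were chosen after seeing the data.

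The levels of transcriptomic abundance have 1 C1 run per condition, so the amount of spike-in RNA added per run and the drug cannot be told apart. Other technical explanations were tested. Within index block 1 the combination lay 1.63 above 16 h of paclitaxel, and within block 3 it lay 1.90 above 16 h of celecoxib. Within block 4 the cells at 48 h of paclitaxel were at −0.59 against the control. These values argue against the index block as the whole cause of these 3 differences. All control cells lie in block 4, which no other treatment shares. For the other treatments the block and the difference from the control therefore cannot be told apart. The 10th percentile of the combination was 0.60 above that of the control, which argues against a few sites with more than 1 cell. The removal of cells took 0 cells from the combination and 11 from the control, which argues against a loss of low cells as the cause of the rise with the combination. With removed cells placed lowest, 16 h of celecoxib was at −1.40, which argues against the removal there.

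At 16 h of celecoxib 1480 genes were past 1.5-fold at the same total per cell, which argues against 1 factor common to all genes as the whole change. The OXPHOS subunits lay at percentile 99.15 of random lists with the combination, with a median over genes of 0.74 against 0.62, which argues against a common factor alone. At the same total that median was 0.047 against −0.067, and 5 of 79 genes were up past the limit, where 55 were on the deposited scale. Most of the rise thus went with the total. On the deposited scale the percentiles were also 99.975 and 99.04 at 16 and 48 h of paclitaxel and 97.56 at 2 h of celecoxib, where the genes fell. The excess is therefore not specific to the combination. At 16 h of celecoxib the percentile was 27.3. All of these comparisons share the same control cells.

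States called by a forest on cells at the same total were those called on the deposited scale for 57.4% of the 338 cells. The share was 30.4% and 11.3% at 16 and 48 h of paclitaxel and 14.3% at 2 h of celecoxib, and 93.5% in the control, 98.4% at 16 h of celecoxib and 100% with the combination. The calls in the conditions not used for training thus depended on the scaling.

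On the deposited scale the mean correlation of the OXPHOS complexes exceeded the median of random lists by at most 0.039 in any condition. The random lists were themselves at 0.751 to 0.864, so this excess decides nothing, and at 16 h of paclitaxel the complexes (0.903) were above the 95th percentile of the random lists (0.900). The correlation of S with G2/M genes exceeded the random median by at most −0.0775, so it was lower than that of random lists in every condition, which shows nothing beyond a shared factor and does not exclude it. On that scale a factor shared by all genes of a cell and a relation of these lists cannot be told apart. At the same total the complexes exceeded the 95th percentile of random lists in 4 conditions and the S and G2/M genes in 5, which argues against the factor for both.

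With the combination, S and G2/M genes were below the control in median (−0.83), and at the same total they were at −0.98. In all, 72 of the 96 genes were below the control. These values argue against a common factor and against a few genes of the list. The C1 run stays open, and a loss of cycling cells was not tested.

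The 73-gene module of the paper had a median of −0.22 and 0.52 at 16 and 48 h of paclitaxel, 0.19 and −0.16 at 2 and 16 h of celecoxib and 1.31 with the combination, and of 0.26, 0.96, 0.55, 0.50 and 0.66 at the same total, where the values below 0 changed sign. At 48 h of paclitaxel control-like cells were 0.67 above repression cells at the same total, but the study chose these genes for their rise in control-like cells, so for this comparison a common factor and a change of the module cannot be told apart. With the combination, on which they were not chosen, the median at the same total was 0.66, with 69 of 73 genes above the control. The genes were chosen for a rise over the same control cells, however, and what this selection alone gives was not measured. A common factor as the whole rise is therefore not excluded there either.

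Lists written beforehand gave these medians in the same order. The p53 targets (18 of 21 listed) were at −0.35, 0.20, −0.29, −0.20 and 0.18, each within 1 SD of the control cells (0.67), and at the same total at −0.0065, 0.44, −0.035, 0.34 and 0.025, so the sign changed at 16 h of celecoxib. At 48 h of paclitaxel the list lay at percentile 100 of random lists on both scales, with 16 of 18 genes above the control and 7 past the limit at the same total. The sterol and lipid synthesis genes (15 of 18) were at −0.41, 0.02, −0.13, −0.74 and 0.24, and at the same total at 0.06, 0.32, 0.21, −0.07 and −0.03, so the sign changed at 16 h of paclitaxel, at 2 h of celecoxib and with the combination. The drug target genes (8 of 10 listed, tubulins) were at −0.78, −0.78, −1.13, −2.03 and 0.32, and at the same total at −0.27, −0.31, −0.72, −1.08 and −0.14, so the sign with the combination depends on the scaling.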
